# Efficient yeast ChIP-Seq using multiplex short-read DNA sequencing

**DOI:** 10.1186/1471-2164-10-37

**Published:** 2009-01-21

**Authors:** Philippe Lefrançois, Ghia M Euskirchen, Raymond K Auerbach, Joel Rozowsky, Theodore Gibson, Christopher M Yellman, Mark Gerstein, Michael Snyder

## Abstract

**Background:**

Short-read high-throughput DNA sequencing technologies provide new tools to answer biological questions. However, high cost and low throughput limit their widespread use, particularly in organisms with smaller genomes such as *S. cerevisiae*. Although ChIP-Seq in mammalian cell lines is replacing array-based ChIP-chip as the standard for transcription factor binding studies, ChIP-Seq in yeast is still underutilized compared to ChIP-chip. We developed a multiplex barcoding system that allows simultaneous sequencing and analysis of multiple samples using Illumina's platform. We applied this method to analyze the chromosomal distributions of three yeast DNA binding proteins (Ste12, Cse4 and RNA PolII) and a reference sample (input DNA) in a single experiment and demonstrate its utility for rapid and accurate results at reduced costs.

**Results:**

We developed a barcoding ChIP-Seq method for the concurrent analysis of transcription factor binding sites in yeast. Our multiplex strategy generated high quality data that was indistinguishable from data obtained with non-barcoded libraries. None of the barcoded adapters induced differences relative to a non-barcoded adapter when applied to the same DNA sample. We used this method to map the binding sites for Cse4, Ste12 and Pol II throughout the yeast genome and we found 148 binding targets for Cse4, 823 targets for Ste12 and 2508 targets for PolII. Cse4 was strongly bound to all yeast centromeres as expected and the remaining non-centromeric targets correspond to highly expressed genes in rich media. The presence of Cse4 non-centromeric binding sites was not reported previously.

**Conclusion:**

We designed a multiplex short-read DNA sequencing method to perform efficient ChIP-Seq in yeast and other small genome model organisms. This method produces accurate results with higher throughput and reduced cost. Given constant improvements in high-throughput sequencing technologies, increasing multiplexing will be possible to further decrease costs per sample and to accelerate the completion of large consortium projects such as modENCODE.

## Background

Novel high-throughput DNA sequencing technologies have allowed the generation of millions of short reads and have empowered a wide variety of studies such as genome-wide analysis of transcriptomes (RNA-Seq) [1-4], transcription factor binding sites (ChIP-Seq) [5,6] and whole-genome sequencing and analysis [7,8]. However, these studies have often been limited by a high cost per sample and low throughput. A typical sequencing run on an Illumina Genome Analyzer II currently costs about $500 in reagents per flowcell lane and requires ~4 days to complete both the sequencing and Illumina analysis pipeline phases. Moreover, the number of mapped reads (up to 10 M per lane) is often significantly higher than required for the experiment, especially for organisms of small genome sizes such as yeasts, worms and flies.

Multiplex DNA sequencing has been pursued since the beginning of Sanger sequencing [9] and has been applied to Roche's 454 platform [10]. Here we describe a multiplexing strategy for Illumina sequencing to process multiple DNA samples simultaneously. The strategy was applied to analyze the targets of three yeast DNA binding proteins (Cse4, Ste12 and RNA polymerase II) using chromatin immunoprecipitation (ChIP) and was shown to yield accurate and high quality results. We also included a reference sample for ChIP-Seq termed input DNA.

ChIP followed by high-throughput sequencing (ChIP-Seq) has been developed to map the protein-DNA interactions at a genome-wide level [5,6]. It allows characterization of transcription factor binding and other DNA-binding proteins during development [5,11], under different environmental conditions [6,12] or in different cell types or tissues. ChIP-Seq has also been used to study the epigenome by mapping the distribution of histone modifications and chromatin-modifying complexes [12-14]. Combination of multiple ChIP-Seq experiments can help to determine transcriptional networks [15].

Cse4 is a centromeric variant of histone H3 [16] and its human homolog is the centromeric protein A (CENP-A) [17]. Yeast centromeres span 126 base pairs and are divided in three centromeric DNA elements (CDEI, CDEII and CDEIII); Cse4 binds CDEII [18]. Cse4 participates in the formation of a specialized hexameric nucleosome with histone H4 and Scm3 that diverges from the standard H2A-H2B-H3-H4 octamer [19-22]. The kinetochore assembles at the centromere and Cse4 is required for normal kinetochore assembly and function [23-26]. Cse4 mutants display strong chromosome missegregation due to incorrect kinetochore structure [25,27,28].

Ste12 is a transcription factor that regulates two sets of genes: those involved in invasive growth (pseudohyphal growth) and those implicated in the mating response (pheromone stimulation) [29-31]. Pseudohyphal growth is a polarized invasion of media by *S. cerevisiae *upon nitrogen starvation. It integrates signals from a MAP kinase cascade and the cAMP-dependant pathway [30,32-35]. During pseudohyphal growth, Ste12 associates as a dimer with Tec1 on transcription factor binding sites (TFBS) upstream of invasive genes [33,36-38]. During the mating response, Tec1 is phosphorylated by Fus3 upon pheromone stimulation, leading to its degradation and the binding of Ste12 on the pheromone response elements [39-41]. Thus, the dual role of Ste12 depends mainly on different phosphorylation events [42-46].

RNA polymerase II (PolII) transcribes most protein-coding genes and is conserved among metazoans. It is recruited to a particular transcription start site depending on the chromatin structure and the presence of preinitiation complexes and transcription factors. In budding yeast, the PolII holoenzyme consists of 12 subunits (Rpb1-12) [47]. Rpb5, Rpb6, Rpb8, Rpb10 and Rpb12 are shared with the two other major RNA polymerases and Rpb5 contacts DNA to promote transcriptional activation [48,49]. PolII directly interacts with the mediator complex, histones, transcription factors, elongation factors and many other proteins [50]. Although yeast RNA polymerase III genome-wide distribution has been studied extensively using microarrays [51-53], only one similar study has been performed to characterize PolII distribution across the yeast genome [54].

Using multiplex ChIP-Seq, we mapped the targets of Cse4, Ste12 and PolII across the yeast genome. We found a large number of binding sites for each factor. Cse4 localized predominantly to centromeres and we also observed other Cse4 binding sites with lower signal intensity elsewhere in the genome. Ste12 and PolII binding sites were found in close proximity to genes.

## Results and discussion

The barcoded ChIP-Seq workflow is illustrated in Figure 1. We first generated standard Illumina genomic DNA adapter sequences augmented with one of four barcodes (ACGT, CATT, GTAT and TGCT; Table 1). The first three bases uniquely tag or "barcode" a given sample preparation and are separated by a Hamming distance [55] of three which will prevent one barcode being miscalled as another barcode when allowing for one- or two-base sequencing errors. The final 'T' at the fourth base anneals with the 'A' overhang from the end-repaired DNA sample for ligation of ChIP or other DNA fragments. Illumina PCR primers for genomic DNA are used without any changes after adapter ligation to generate the sequencing libraries. Four libraries are pooled together in equimolar ratios and sequenced in a single lane. After sequencing, four distinct sequencing profiles are obtained by parsing the barcodes into distinct bins for subsequent analyses.

**Table 1:** Oligonucleotide sequences for generation of the four barcoded adapters

**Oligo name**	**Barcode**	**Modification**	**Sequence (5'→3')**
MPLEXA1F	GTAT	None	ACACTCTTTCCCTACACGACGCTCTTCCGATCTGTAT
MPLEXA1R	GTAT	5' phosphate	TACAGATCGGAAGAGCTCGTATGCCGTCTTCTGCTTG
MPLEXA6F	CATT	None	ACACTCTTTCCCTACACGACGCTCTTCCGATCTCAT*T*
MPLEXA6R	CATT	5' phosphate	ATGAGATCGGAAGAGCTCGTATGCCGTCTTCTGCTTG
MPLEXA8F	ACGT	None	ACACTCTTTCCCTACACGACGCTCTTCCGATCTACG*T*
MPLEXA8R	ACGT	5' phosphate	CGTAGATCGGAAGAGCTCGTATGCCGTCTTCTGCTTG
MPLEXA9F	TGCT	None	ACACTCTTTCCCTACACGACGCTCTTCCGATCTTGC*T*
MPLEXA9R	TGCT	5' phosphate	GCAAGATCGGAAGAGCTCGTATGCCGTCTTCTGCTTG

**Figure 1:**
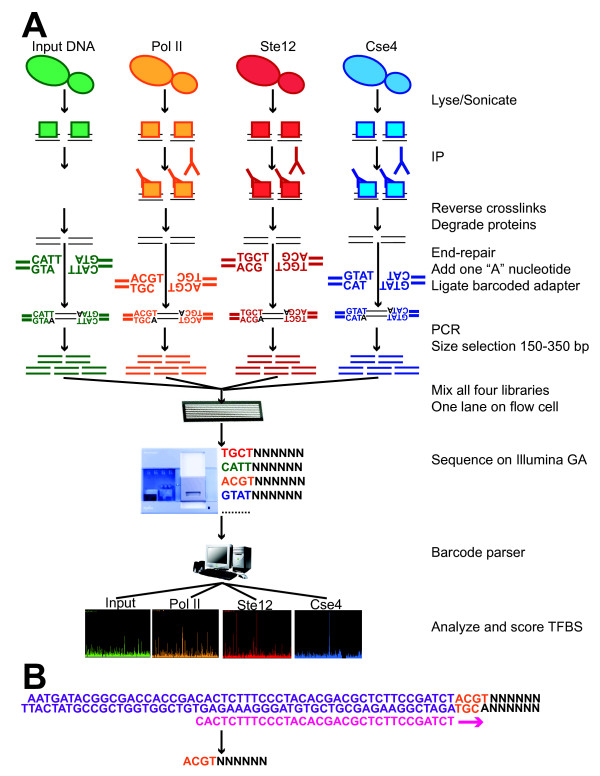
**Scheme for yeast barcoded ChIP-Seq**. (a) Barcoded ChIP-Seq workflow. Ovals depict yeast cells and squares depict proteins. An aliquot of sheared cell lysate is not immunoprecipitated but is otherwise processed normally (green). This DNA, termed input DNA, is a reference sample for ChIP-Seq. Illumina DNA libraries are generated from both ChIP and input DNA samples. In multiplex ChIP-Seq, a barcoded adapter is ligated to an individual DNA sample. The barcode has 3 unique bases followed by a 'T' to anneal with the end-repaired DNA. Four libraries are then pooled together and applied to a single flowcell lane. After sequencing on the Genome Analyzer, reads are separated according to the first four bases and aligned to the yeast genome. Reads are stacked to generate a signal profile and scored against a pool of input DNA to determine significant transcription factor binding sites. (b) The barcode (orange) is located between Illumina adapter sequences (purple) and ChIP or input DNA inserts (black). The sequencing primer (pink) anneals to the adapter sequences and short reads start with the four bases of the barcode (orange) followed by DNA inserts (black). For the sequencing primer and Illumina adapter, oligonucleotide sequences were given by the manufacturer ^© ^2006 Illumina, Inc. All rights reserved.

### Similar barcode behavior with the same DNA sample

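The aliquots come from a single DNA sample, so the libraries are technical replicates and carry no biological replication. The authors deposited every read of each library with the position that ELAND gave it and the number of mismatches, without normalization. The barcoded libraries held 529178 (ACGT), 479671 (CATT), 850489 (GTAT) and 362534 (TGCT) uniquely mapped reads, and the non-barcoded library held 2455181. The share of reads that mapped uniquely with at most 2 mismatches was 60.6% for ACGT (95% exact binomial interval 60.5 to 60.7) and 56.1% for the non-barcoded library (95% exact binomial interval 56.09 to 56.19). These intervals cover counting error only, because reads amplified by PCR are not independent molecules. The ACGT reads were aligned over 26 bases and the non-barcoded ones over 30, so adapter and aligned length cannot be told apart. Counting only reads without a mismatch moved the mapped share most and gave a median of 39.6% over the 9 input libraries. Reads on a position and strand that another read already occupied made up 9.75% to 10.9% of the barcoded libraries and 19.0% of the non-barcoded one. Positions are those of the deposited files and belong to the version of the genome that the authors used. For correlations, each read was extended to 200 bp from its 5' end, and the average tag count of each bin of 500 bp was divided by the sum over all bins. For tests, each read was counted once, at the middle of this fragment.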

To first test whether barcodes generate similar results when added to the same population of DNA fragments, we divided an input DNA sample into five aliquots. The input sample consists of *Saccharomyces cerevisiae *DNA prepared from crosslinked and sonicated chromatin without immunoprecipation and it represents breaks at open chromatin regions (R.K. Auerbach, G.M. Euskirchen, unpublished). Four of the samples were differentially barcoded and the libraries were mixed together in the same flowcell lane. As a control, standard non-barcoded Illumina genomic DNA adapters were added to the fifth aliquot and this library was sequenced in another lane. After sorting reads by barcodes, the barcode sequences were stripped and 26 base pairs were aligned back to the yeast genome. Similar numbers of reads were obtained for each barcoded library. As shown in Figure 2, signal tracks are very similar for the five aliquots. The normalized average tag counts in 500 bp windows are also highly comparable among aliquots (Table 2, R^2 ^= 0.93–0.97). 

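The squared Pearson correlation of normalized average tag counts across bins was 0.953 between the non-barcoded aliquot and the ACGT aliquot, 0.947 with CATT, 0.969 with GTAT and 0.928 with TGCT. Between barcoded aliquots it was 0.947 for ACGT against CATT and 0.932 for GTAT against TGCT. Bins of one genome are not independent replicates, so the values carry no error of their own. When the pooled reads of each pair were split at random to the depths of its libraries, the squared correlation was 0.955 to 0.986, which is the value that counting noise alone allows. Keeping 1 read per position and strand moved the median over the 7 pairs most, from 0.947 to 0.892.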

The results for each barcoded library were scored against the control without a barcode to find significant differences; only 36,992 out of 12,156,677 unique bps (0.304%) from the *S. cerevisiae *genome differ significantly for all four barcoded libraries (Figure 2; **See Methods for analysis**). In addition, comparison of peaks among the different libraries revealed high degrees of similarity. These characteristics highly resemble those of a non-barcoded input library analyzed in two different sequencing reactions. Thus, overall biases are not observed in efficiencies of various barcoded libraries and barcoding does not appear to induce differences relative to non-barcoded libraries.

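The authors deposited 67 hits in which a barcoded aliquot was scored against the non-barcoded one, with 17 for ACGT, 27 for CATT, 6 for GTAT and 17 for TGCT. The lengths of these hits sum to 36992 bp. They cover 33846 different positions, of which 1898 lie in the hits of at least 2 aliquots and 623 lie in the hits of all 4 aliquots. With the deposited p-value limited to 0.001, 7 hits over 2303 different positions were left and 0 positions were shared by all 4 aliquots. With the deposited ratio required to be at least 3, 8 hits over 1864 positions were left, and all 4 aliquots shared 249 positions.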

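The non-barcoded library read in lanes I and J gave a squared correlation of 0.953 across bins. A chi-square test of homogeneity on the counts of the 5 aliquots called 171 of 21880 bins different (0.782%) at an adjusted p under 0.05 (Benjamini-Hochberg). Bins with an expected count under 5 in any library were left out. The same test called 41 of 23047 bins between the lanes I and J of the non-barcoded library, 173 bins between the lanes L and B of the ACGT library, 26 between the lanes L and A of the CATT library, and 0 of 23003 bins between the lanes A and K of the latter, where 1430 bins had an unadjusted p under 0.05. Between lane J and each barcoded aliquot it called 71 (GTAT), 72 (CATT), 100 (ACGT) and 120 (TGCT) bins. Lane J was aligned over 30 bases and these aliquots over 26, so adapter and aligned length cannot be told apart there. The runs of CATT were all aligned over 26 bases, and ACGT over 26 in lane L and 28 in lane B. Leaving out lane J and testing the barcoded aliquots alone moved the first count most, to 16 bins. In simulated counts at these depths, with the change made in the ACGT aliquot alone, the test found 75 of 200 bins changed 2-fold and 4 of 200 bins changed 1.5-fold.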

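The bins called different were concentrated in the mitochondrial sequence, which held 90 of them among 131 tested bins (68.7%), while the nuclear chromosomes held 81 among 21749 (0.372%; Fisher's exact test, two-sided, p = 9.37e-169). Mitochondrial bins move together with the mitochondrial share of a library, so they are not independent, and this p counts them as if they were. Mitochondrial reads made up 2.75% of the ACGT library, 2.58% of CATT, 2.31% of GTAT, 3.13% of TGCT and 1.99% of the non-barcoded library. When the mitochondrial reads were left out and the nuclear bins were tested again, 53 bins differed. Across nuclear bins, the log2 ratio of a barcoded aliquot to the non-barcoded one had a Spearman correlation with the GC content of the sequence rebuilt from reads of -0.0669 (ACGT), -0.128 (CATT), -0.0798 (GTAT) and -0.181 (TGCT), and that of lane I to lane J was -0.138. From signal tracks, correlations, the share of positions that differ, peaks and a non-barcoded library read in 2 lanes, the authors see no overall bias and propose that barcodes do not seem to cause differences from libraries without one.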

**Table 2:** Comparisons of the average tag count in 500 bp windows across the yeast genome among different samples

Experiment A		Experiment B			
Experiment #	Experiment ID	Experiment #	Experiment ID	R^2^	p-value
10	Input_NB	14	Input_NB	0.9455	< 2.2e^-16^
14	Input_NB	15	Input_ACGT	0.9556	< 2.2e^-16^
14	Input_NB	16	Input_CATT	0.9473	< 2.2e^-16^
14	Input_NB	17	Input_GTAT	0.9685	< 2.2e^-16^
14	Input_NB	18	Input_TGCT	0.9325	< 2.2e^-16^
15	Input_ACGT	16	Input_CATT	0.9422	< 2.2e^-16^
17	Input_GTAT	18	Input_TGCT	0.9304	< 2.2e^-16^

1	PolII_Rep1_ACGT	8	PolII_Rep2_TGCT	0.8904	< 2.2e^-16^
1	PolII_Rep1_ACGT	9	PolII_Rep3_ACGT	0.9104	< 2.2e^-16^
1	PolII_Rep1_ACGT	13	PolII_Rep4_NB	0.9040	< 2.2e^-16^
8	PolII_Rep2_TGCT	9	PolII_Rep3_ACGT	0.9288	< 2.2e^-16^
8	PolII_Rep2_TGCT	13	PolII_Rep4_NB	0.9464	< 2.2e^-16^
9	PolII_Rep3_ACGT	13	PolII_Rep4_NB	0.9302	< 2.2e^-16^

4	Ste12_Rep1_TGCT	7	Ste12_Rep2_GTAT	0.9655	< 2.2e^-16^
4	Ste12_Rep1_TGCT	12	Ste12_Rep3_NB	0.9058	< 2.2e^-16^
7	Ste12_Rep2_GTAT	12	Ste12_Rep3_NB	0.8963	< 2.2e^-16^

Correlation coefficients on the average tag count in 500 bp bins between two experiments among barcoded and non-barcoded input DNA samples from the section "Similar barcode behavior with the same DNA sample" (Comparison 1–7), among barcoded and non-barcoded PolII replicates (Comparison 8–13) and among barcoded and non-barcoded Ste12 replicates (Comparison 14–16). p-values are inferior to 2.2e^-16^, the lowest p-value that R can calculate. See **Methods **for details of the analysis.

**Figure 2:**
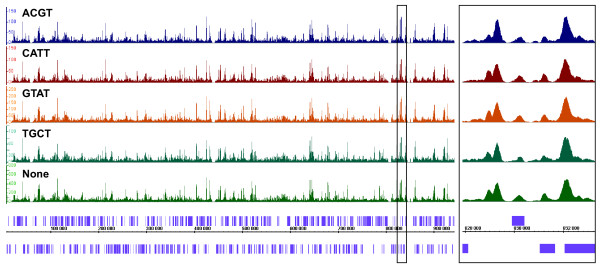
**Comparison of input DNA signal tracks among all four barcoded adapters relative to standard Illumina adapters**. An input sample was split in five aliquots. Four were barcoded differentially (top four lanes) and one had non-barcoded, Illumina adapters (fifth lane, labeled 'None'). Barcoded inputs were scored against non-barcoded input. IGB signal tracks of yeast chromosome 16 are shown for each sample, with ORF locations on the x-axis. ORFs are depicted in purple. On the y-axis, a normalized scale represents the number of read counts at a particular location. Each scale is normalized according to the number of mapped reads (Table 10). A box in the left panel depicts the enlarged section shown in the right panel for positions between 828,000 and 833,000 to demonstrate the overlap among all signal tracks.

### Experimental design for multiplex yeast ChIP-Seq

We next analyzed the distributions of three diverse DNA-binding proteins across the yeast *S. cerevisiae *genome using three to four biological replicates per factor. This study allowed us to 1) further examine the reproducibility of a specified barcode using a different biological replicate 2) determine whether there was crossover signal between barcodes and 3) use the technique to map the binding distributions of three DNA-binding proteins. 

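For RNA PolII, 4 biological replicates were deposited, 3 of them barcoded (PolII_Rep1, PolII_Rep2 and PolII_Rep3) and the fourth with standard adapters (PolII_Rep4). For Cse4, the deposited replicates were 2 barcoded ones (Cse4_Rep1 and Cse4_Rep2) and Cse4_Rep3 with standard adapters. The Ste12 libraries were not analysed here. Uniquely mapped reads numbered 623328, 2518921, 1725793 and 3151068 for the PolII replicates in this order, and 1080537, 353884 and 784817 for those of Cse4. These are 64.0% of all reads at the median of the PolII replicates (SD 4.94, n = 4) and 41.5% at the median of the Cse4 replicates (SD 17.6, n = 3), where the non-barcoded replicate had 17.8% and the barcoded ones 41.5% and 52.1%. Reads on an occupied position and strand made up 18.0% to 30.8% of the PolII libraries and 13.4% to 16.2% of the Cse4 libraries.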

The proteins selected were the centromeric histone H3 variant Cse4 [16], RNA PolII (each grown in vegetative growth) and the transcription factor Ste12 [31] (incubated in pseudohyphal growth conditions). Cse4 is expected to have a very distinct binding distribution from that of Ste12 which binds near promoters. We also included input DNA as a reference for ChIP-Seq as a fourth sample. Initially we compared three biological replicates for each factor using barcoded sequences for two of the replicates and non-barcoded sequences for the third one. Each biological replicate was made into its own DNA library. The barcoded libraries were pooled and sequenced with one pool per lane (Table 3) whereas the non-barcoded libraries were sequenced in individual lanes. Two lanes were run using the barcoded adapters: Pol II-ACGT, Input-CATT, Cse4-GTAT and Ste12-TGCT (**Pool #1**, Table 3) and Input-ACGT, Cse4-CATT, Ste12-GTAT and PolII-TGCT (**Pool #2**, Table 3). To compare reproducibility of alternative barcodes relative to reproducibility between biological replicates, we sequenced another replicate of Pol II ChIP DNA in a separate pool using the same barcode as one of the other replicates (Pol II-ACGT) (**Pool #3**, Table 3). After sorting reads by barcodes, the barcodes were stripped and 26 base pairs were aligned to the yeast genome. We scored ChIP samples against 8 million input reads derived equally from barcoded and non-barcoded input DNA. 

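The reference set rebuilt from lanes I, J, B and K held 8180096 uniquely mapped reads of 13403627. The paper gives CMY288-1B, which carries lys2Δ0, as the strain of both the PolII ChIP and the input DNA, and another strain as that of the Cse4 ChIP. A stretch of chromosome 2 from 469801 to 474200 lies next to TKL2, which is 1 gene away from LYS2 in the RefSeq order of genes. In this stretch the 4 PolII libraries held 1 read where 2930 were expected from its length. The Cse4 libraries held 113% to 135% of the expected reads there, the 9 input libraries 76.5% to 92.0%, and the reference set 2652 of 2989 expected reads (88.7%). The input DNA is therefore named by its label, as the input DNA labelled CMY288-1B, and each ratio to it compares DNA that differs in sequence from that of the ChIP.

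**Figure D1:**
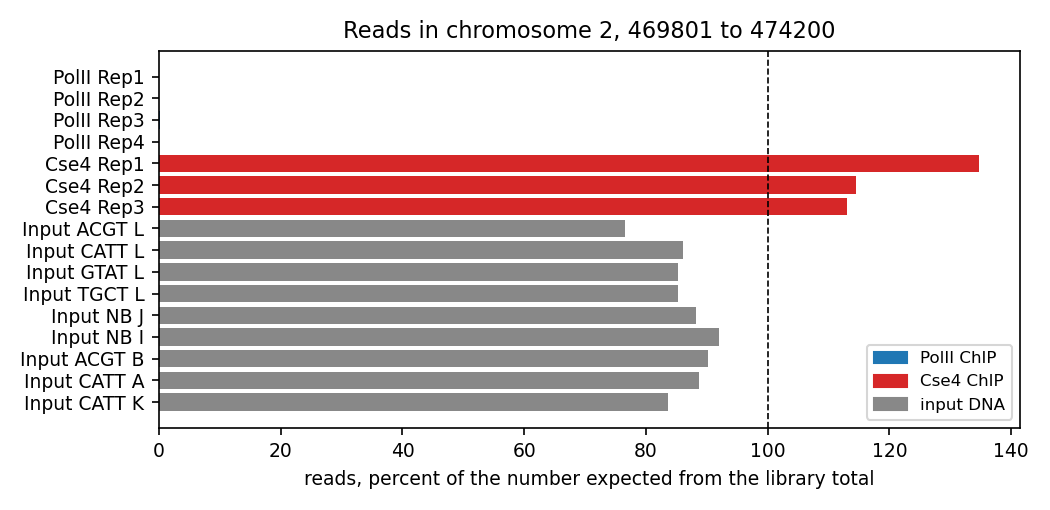
Reads between 469801 and 474200 of chromosome 2 in each PolII, Cse4 and input library, in percent of the number expected from the library total (x axis). The PolII libraries hold 1 read there. The Cse4 libraries hold 113% to 135% of the expected reads and the input libraries 76.5% to 92.0%.

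At 29335 of 6063010 positions read at least 10 times (0.484%), the input libraries of lanes I, J and L carry a base other than that of the S288c sequence in at least 95% of reads. Of these positions, only those read at least 5 times in a library were compared, which are 2914 to 18812 in the PolII replicates and 7616, 579 and 4120 in the Cse4 replicates. The PolII replicates carried the S288c base at 94.4% to 97.8% of the compared positions and the base of the input at 0.470% to 0.652%. The Cse4 replicates carried the S288c base at 85.0% to 86.7% of theirs and the base of the input at 7.06% to 9.07%. The input DNA also lacks 10 stretches with a summed length of 29400 bp that the PolII libraries hold.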

Rank-order comparisons between the top targets for two different biological replicates were performed to assess similarity. 

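The authors deposited a target list for each replicate, in which PeakSeq gives a target's read count, the scaled count of the input DNA, their ratio and a p-value. The lists held 1179, 1759, 1152 and 1248 targets for PolII_Rep1 to PolII_Rep4, and 98, 82 and 98 for Cse4_Rep1 to Cse4_Rep3. Their median lengths were 473, 522, 481 and 781.5 bp for PolII and 225, 223.5 and 204 bp for Cse4. The median deposited ratio was 2.84, 2.93, 2.87 and 2.75 for PolII and 3.69, 8.42 and 6.62 for Cse4. Targets that overlap by at least 1 bp between replicates were merged, which gave 163 regions for Cse4, 98 in 1 list, 23 in 2 lists and 42 in all 3 lists.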

We obtained 148 targets for Cse4, 823 targets for Ste12 and 2508 targets for PolII (FDR = 0.05; Additional Files 1, 2, 3).

**Table 3:** DNA libraries pooled for multiplex sequencing

**Pool**	**ACGT**	**CATT**	**GTAT**	**TGCT**
**1**	PolII_Rep1	Input_CATT	Cse4_Rep1	Ste12_Rep1
**2**	Input_ACGT	Cse4_Rep2	Ste12_Rep2	PolII_Rep2
**3**	PolII_Rep3	Input_CATT	Cse4_Rep1	Ste12_Rep1

### Comparison of PolII biological replicates

By comparing two biological replicates of PolII ChIP DNA with the same barcode (ACGT) we found a close correlation between the target lists (Figure 3a and 3c). 

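Of the targets of PolII_Rep1, 62.1% overlapped a target of PolII_Rep3, and of those of PolII_Rep3, 68.1% overlapped a target of PolII_Rep1. When both lists were ranked by p-value and then by the excess of reads over input, and compared at each percent of their length, the mean overlap was 77.4%. Within the first 25% of the lists it was 86.5%. Each value rests on a single pair of replicates.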

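Over the 6 pairs of PolII replicates, the mean overlap along the ranks was at least 75.8%, with a median of 76.2%, and it was highest for the pair that shares the barcode ACGT. By ratio and in the full lists it was highest for replicates 2 and 3, which share no barcode (71.6% by ratio, where the ACGT pair had 66.7%). The overlap of the full lists, averaged over both directions, was 61.7% to 70.4% (median 64.7%) for PolII. Ranking by the deposited ratio in place of the p-value and the excess moved the overlap along the ranks most, to a median of 65.6%.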

A similar close correlation was observed by comparing the targets of the individual biological replicates using different barcodes among each of the different factors (Figure 3c). Furthermore, comparison of normalized average tag counts in 500 bp windows between biological replicates for PolII and Ste12 revealed strong correlations (Table 2, R^2 ^= 0.89–0.97). These values are similar to the correlation coefficients between biological replicates found in a recent yeast RNA-Seq study (R^2 ^= 0.87–0.90) [1]. Thus, consistent with barcoded input DNA, the different barcodes give similar results when analyzing similar libraries. 

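For PolII, the squared Pearson correlation across bins of 500 bp was 0.894 for replicates 1 and 2, 0.912 for 1 and 3, 0.909 for 1 and 4, 0.927 for 2 and 3, 0.948 for 2 and 4 and 0.932 for 3 and 4, with a median of 0.919. Thinning each library to the depth of the smallest moved the median most, to 0.897. The same measure for Cse4 was 0.786 for replicates 1 and 2, 0.691 for 1 and 3 and 0.808 for 2 and 3.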

Our results strongly suggest that the barcode has negligible impact on binding site detection.

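In the full target lists, the median overlap was 63.1% over the 3 pairs that join the non-barcoded PolII_Rep4 to a barcoded replicate and 68.3% over the 3 pairs between barcoded replicates. The median squared correlation was higher for the pairs with PolII_Rep4, while its pair with PolII_Rep1 lay below 2 of the 3 pairs between barcoded replicates. Only 1 PolII library lacks a barcode, so its adapter and its replicate cannot be told apart, and the difference was not tested. From the overlap of target lists and the correlations of tag counts, the paper proposes that barcodes barely affect which binding sites are detected.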

**Figure 3:**
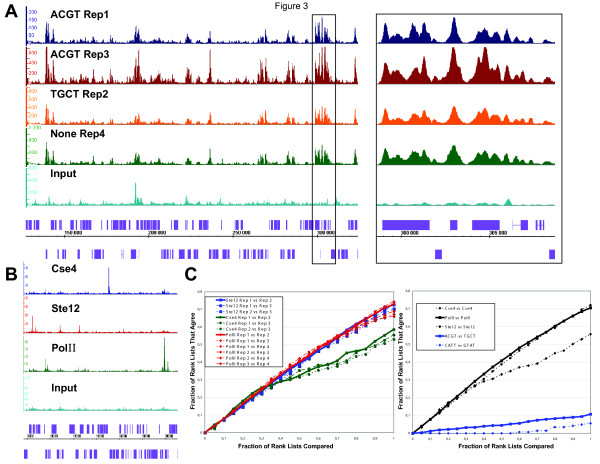
**Barcoded adapters perform similarly to standard Illumina adapters and do not crossover to other samples in the same lane**. (a) RNA PolII binding profiles from different biological replicates with the same barcode (PolII_Rep1, dark blue; PolII_Rep3, red), with different barcodes (PolII_Rep2, orange) or without barcode (PolII_Rep4, green) strongly overlap. See also **Table 3**. Input DNA serves as a reference (light blue). IGB signal tracks of chromosome 5 between 130,000 and 320,000 are shown for each library. A box in the left panel depicts the enlarged section shown in the right panel between positions 298,000 and 309,000 to illustrate the overlap among all PolII signal tracks. (b) Binding profiles from four different libraries pooled and sequenced in the same flowcell lane show very little resemblance. Shown here are the binding profiles for Cse4_Rep2 (dark blue), Ste12_Rep2 (red), PolII_Rep2 (green) and Input_ACGT (light blue). IGB signal tracks of chromosome 12 between 80,000 and 210,000 are shown for each sample. For (a) and (b), axis and scale normalizations are similar to **Figure 2**. (c) Left: Rank-rank comparison of target lists between all pairwise barcoded replicates for Cse4, PolII and Ste12. The horizontal axis shows the fraction of the two lists being compared and the vertical axis shows the fraction of those targets that agree between a given pair of target lists. All comparisons show strong agreement, although the rank lists for Cse4 differ more than PolII or Ste12 for the second half of their length. Right: Rank-rank comparison between barcoded replicates from the same factors (averaged over all pairwise comparisons) compared to rank-rank comparisons for barcoded replicates between different factors: PolII_Rep1 (ACGT) vs. Ste12_Rep1 (TGCT) and Cse4_Rep2 (CATT) vs. Ste12_Rep2 (GTAT).

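For Cse4, the overlap along the ranks had a median of 69.0% over the 3 pairs of replicates and ranged from 67.6% to 71.4%. It was 83.3% to 91.7% within the first 25% of the lists and 62.7% to 72.4% within the first 50%. Over the full lists it was 53.2% to 59.5%, with a median of 56.1%. Ranking by the deposited ratio moved the median along the ranks most, to 59.7%.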

### Comparison of ChIP-Seq data to previously published ChIP-chip data

We also compared the binding site distributions for Ste12, Cse4 and PolII to previously published data [16,36,37,54,56]. Our Ste12 ChIP-Seq targets overlap with 67% (232/346) of the targets found in **Borneman et al. **[37] while our PolII ChIP-Seq targets overlap with 72% (667/929) of the PolII ChIP-chip targets from the **Steinmetz et al. **data [54]. These overlaps between ChIP-Seq and ChIP-chip do not differ significantly from those determined in other studies [6], typically in the 64–71% range. However, we observe 2- to 4-fold more targets using ChIP-Seq as compared to ChIP-chip, consistent with the observation that ChIP-Seq is more sensitive than ChIP-chip [6].

### Non-overlapping binding profiles among samples sequenced simultaneously

By comparing binding profiles obtained from a single lane containing four different barcoded libraries, we observed that many targets belong uniquely to a single signal track and their distributions are consistent with the biological roles of the factors studied (Figure 3b and 3c). This is particularly the case for Ste12 and Cse4 which have highly dissimilar binding patterns and almost no target overlap (Figure 3c). 

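For PolII and Cse4 libraries of one lane, the overlap along the ranks was 26.4% for PolII_Rep1 and Cse4_Rep1 (lane A) and 23.6% for PolII_Rep2 and Cse4_Rep2 (lane B), with a mean over the full lists of 38.9% and 37.4%. Of the Cse4 targets, 72.4% in lane A and 72.0% in lane B overlapped a PolII target of the same lane. Across bins, the squared correlation between PolII and Cse4 libraries was 0.042 to 0.148, with a median of 0.0592.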

Note that some peaks are present in both ChIP and input samples and are removed after scoring. Thus, analysis of different ChIP samples with distinct barcodes indicates that the signal from one barcoded library does not crossover to those of other barcoded libraries (Figure 3b). 

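Reads assigned to the wrong barcode would carry the sharp peaks of Cse4 at centromeres into other libraries of the lane. In windows of 1000 bp at the 16 centromeres lay 2.22% of the reads of Cse4_Rep1 and 3.02% of those of Cse4_Rep2. The share in PolII_Rep4, sequenced in its own lane, was 0.0664%, and the excess over it, as a share of the Cse4 signal, was -0.163% in PolII_Rep1 (95% interval -0.445 to 0.141), 0.208% in PolII_Rep2 (95% interval 0.0966 to 0.323) and -0.715% in PolII_Rep3 (95% interval -0.869 to -0.554). In the input libraries of shared lanes, set against lanes I, J and L, it was 0.316% in lane B (95% interval 0.205 to 0.431), 0.484% in lane A (95% interval 0.288 to 0.687) and 0.538% in lane K (95% interval 0.301 to 0.786). For the same barcoded input library, the share at centromeres was 0.0802% in a shared lane and 0.0695% in lane L for ACGT (Fisher's exact test, two-sided, p = 0.0110), and 0.0817% and 0.0788% for CATT (p = 0.529). In stretches that the libraries of a factor in lanes of their own lack, reads in shared lanes correspond to a crossover of 0.220% to 4.12%, with the highest values in Cse4 libraries, but the stretches were chosen by that absence, so tests against those lanes are not given. Input libraries of shared lanes held 8.06 reads per 1000000 in the stretches that PolII_Rep4 holds, and those of lane L, which holds no PolII library, had 6.75 (Fisher's exact test, two-sided, p = 0.669). At positions where the input and PolII_Rep4 carry different bases, the base of the input made up 0.337%, 0.335% and 0.382% of bases read in PolII_Rep1 to PolII_Rep3, and each remaining base, which only errors give, made up 0.275%, 0.424% and 0.396% on average. In the input libraries of lanes B, A and K the reference base made up 0.686%, 0.300% and 0.305% there, and each remaining base 0.384%, 0.198% and 0.206%. From the distinct signal of each factor within a lane, the paper concludes that reads are not assigned to the wrong library.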

We define signal crossover as the erroneous assignment of a barcoded read from a particular ChIP sample to the wrong ChIP sample during multiplex ChIP-Seq, generating a signal profile for one barcoded sample with reads from other ChIPs sequenced simultaneously.

### Ste12, PolII and Cse4 binding distributions

Analysis of the binding targets of Ste12, Pol II and Cse2 reveals expected and novel results. Ste12p binds upstream of genes implicated in pseudohyphal growth such as Tec1, Mga1, Phd1 and Flo8 (Figure 4 and [31,36]). As expected, Ste12 targets are enriched for GO categories including pseudohyphal growth, cell wall organization, and stress response (Table 4 and Additional File 5), which is consistent with the role of Ste12p in regulating the pseudohyphal pathway. 

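The PolII targets of the 4 replicates merged into 2114 regions, of which 1003 lie in 1 list, 340 in 2 lists, 239 in 3 lists and 532 in all 4 lists. Requiring a deposited ratio of at least 3 left 998 regions, and requiring 2 lists left 1111. Gene coordinates in the authors' version of the genome are not used here, so regions were counted in place of genes. The region with the highest mean ratio that all 4 lists share lies on chromosome 15 from 19428 to 21504, with 1777 ± 264 (SD, n = 4). But the input DNA labelled CMY288-1B holds 0 reads there, so this ratio was set by the minimum of 1 input read. Of the 5 highest regions, 2 lie in stretches that this input lacks. Among regions with at least 50% of the median input, the highest was on chromosome 16 from 193394 to 194701, with a mean ratio of 18.6 ± 2.64 (SD, n = 4).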

The PolII distribution in mid-log phase intersects ~2500 genes, which is fewer than that reported by recent RNA-Seq studies [1]. This may be due to differences in the analysis of ChIP-Seq and RNA-Seq data. Enriched regions in ChIP-Seq data are determined using a threshold for a minimal read count difference at a particular region between the ChIP sample and input DNA while RNA-Seq data is analyzed using a global threshold for a minimal number of mapped reads. Overall, we recapitulated all the binding profiles displayed in the genome-wide PolII ChIP-chip study by **Steinmetz et al. **(Figure 5) [54]. As expected, PolII targets are overrepresented in GO categories such as translation, transcription, RNA processing and primary metabolism, which are crucial for exponential growth in rich media (Table 4 and Additional File 5). 

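At each of the 16 centromeres, reads of the Cse4 libraries were counted in 500 bp around the middle of the target that Additional File 1 names for it, divided by the input DNA labelled CMY288-1B, scaled to the same number of mapped reads, and tested with an exact binomial test conditional on the total, two-sided. All 16 centromeres passed an adjusted p of 0.05 (Benjamini-Hochberg) with a ratio over 1 in each of the 3 replicates, with a highest adjusted p of 1.65e-260. Median ratios were 57.0 (Cse4_Rep1), 73.4 (Cse4_Rep2) and 118 (Cse4_Rep3). Averaged over replicates, the ratio was highest at CEN13 with 272 ± 113 (SD, n = 3) and lowest at CEN15 with 50.6 ± 4.79 (SD, n = 3), with a median of 82.9. Keeping 1 read per position and strand moved the medians of Cse4_Rep1 and Cse4_Rep3 most, to 20.8 and 32.8, and that of Cse4_Rep2 to 36.9, while a window of 1000 bp moved the latter most, to 34.5. All 16 centromeres passed in each replicate under both.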

Cse4p binds strongly to all yeast 16 centromeres as shown previously (Figure 6 and[16]). 

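The width of each centromeric peak at 50% of its maximum was measured on the profile of reads extended to 200 bp, with the median within 2000 bp taken as its base. Its median over the 16 centromeres was 249 bp in Cse4_Rep1, 235.5 bp in Cse4_Rep2 and 236 bp in Cse4_Rep3, and single widths were 203 to 507 bp. The fragment length sets a lower limit on these widths, so they do not resolve a shorter occupied stretch.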

Our data indicate that Cse4 tightly occupies a narrow region around the centromere. In addition, we also detected significant binding relative to background at 132 novel non-centromeric sites; Cse4p is less abundant at these sites relative to centromeric regions (Additional File 1). These non-centromeric sites are enriched for metabolic genes, in particular those involved in glucose metabolism (e.g. glycolysis, hexose and glucose catabolism), which are highly expressed under our conditions (Table 4 and Additional File 5). In addition, nearly all non-centromeric Cse4 target genes are present among the 100 highest ranked PolII targets. 

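Outside centromeres, the Cse4 target lists merged into 147 regions, of which 26 lie in all 3 lists, 23 in 2 and 98 in 1. Counted from the reads and tested as at the centromeres, with a ratio of at least 2 required, 31 of them passed in every replicate, 16 in 2 replicates, 60 in 1 replicate and 40 in 0 replicates, with 66 regions in Cse4_Rep1, 47 in Cse4_Rep2 and 72 in Cse4_Rep3. The median ratio to the input DNA labelled CMY288-1B was 1.82, 1.30 and 1.95 in these replicates. Requiring a ratio of at least 3 moved the count passing in every replicate most, to 14 regions. Counts were simulated at these depths for all 163 merged regions, centromeres included. There the test found 93.9% of regions with a ratio of 3, and 3.68% of regions at the required ratio of 2 itself. Only 1 of the 147 regions had a mean ratio above that of the lowest centromere, at CSS1 (chromosome 9, 23797 to 23995) with 234 ± 115 (SD, n = 3), but the input holds 2 reads there and the mean PolII ratio was 524. Among regions in all 3 lists the highest were those named for AIR1 (chromosome 9, 208675 to 209619) with 18.4 ± 1.14 (SD, n = 3) and for CAB2 (chromosome 9, 205752 to 205970) with 13.0 ± 4.16 (SD, n = 3). Both lie within a stretch of 4750 bp in which Cse4 reads exceeded PolII reads in every window of 250 bp. The paper named targets by overlap or by the closest gene, so they need not lie in these genes. More copies of the stretch and binding of Cse4 could not be told apart there.

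**Figure D2:**
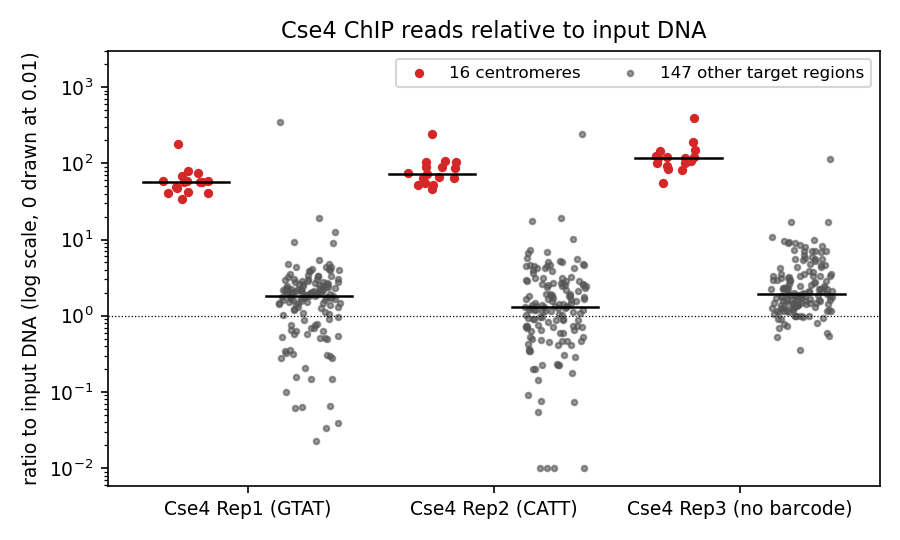
Ratio of Cse4 ChIP to input DNA (log axis) in each of the 3 replicates, at the 16 centromeres and at the 147 other target regions, with a ratio of 0 drawn at 0.01. The centromeres lie at 34.5 to 398, and the other regions have medians of 1.82, 1.30 and 1.95.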

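Targets that Additional File 1 names for 8 genes of glycolysis were counted in the same way. The mean Cse4 ratio was highest at FBA1 (chromosome 11, 326156 to 327033), with 2.12 ± 0.415 (SD, n = 3), and lowest at PFK2 (chromosome 13, 673919 to 674107), with 1.07 ± 0.702 (SD, n = 3). The mean PolII ratios at these genes were 2.57 at PFK2 to 10.7 at TDH3. In Cse4_Rep2 the ratio at PFK2 was 0.469, under that of the input, with an adjusted p of 0.0496 over the 8 genes alone and of 0.0704 over the 147 regions, which is not past the threshold (exact binomial test, two-sided). At GPM1 the test in this replicate gave an adjusted p of 0.106 over the 8 genes. At PFK2 in Cse4_Rep3 the ratio was 0.906, with an adjusted p of 0.714 by the same test. Every other test over the 8 genes had a ratio over 1 and an adjusted p under 0.05. The enrichment of gene categories was not tested here.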

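Of the 147 non-centromeric regions, 68 overlapped the first 100 targets of PolII_Rep1 by p-value and excess, 70 those of PolII_Rep2, 65 those of PolII_Rep3 and 70 those of PolII_Rep4, a median of 46.9%. Regions of the same lengths placed at random over the genome gave 3.40 to 5.50 overlaps on average, and 100 PolII targets drawn at random from the full list gave 5.47 to 8.25. None of 10000 placements or draws reached the observed overlap (permutation test, one-sided, p = 0.0001, the smallest they can give). In any of the 4 lists of the first 100, 78 regions (53.1%) had an overlap, and 56 had one in all 4. The units are regions and not genes. Of the 147 regions, 14 lie within 100 bp of a single-position stack of the non-barcoded ChIP libraries, each of them in 1 Cse4 list, and without these, a choice made after the data were seen, 75 of 133 regions (56.4%) had an overlap in any list. Limiting the regions to those in all 3 Cse4 lists moved this median most, to 80.8%. With the first 200 PolII targets the median was 55.8%. The input DNA labelled CMY288-1B was denser at the 147 regions than over the genome, with 1544 reads per kb against 502.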

To explain this novel finding, we hypothesize that Cse4 transiently integrates at regions of high histone turnover which could now be detected using ChIP-Seq. Cse4p might temporarily integrate at these non-centromeric sites before being outcompeted by histone H3 since it has been demonstrated by ChIP-qPCR that a Cse4 mutant protein can localize to non-centromeric locations when the stoichiometry between histone H3 and Cse4p is perturbed [27].

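Across 22999 nuclear bins of 500 bp with at least 10 input reads, the Spearman correlation between the Cse4 and the PolII log2 ratio to the input DNA labelled CMY288-1B had a median of 0.421 over the 12 pairs of libraries, from 0.269 to 0.490. Bins are not independent replicates. Both ratios share the same input, and parts of the input reads put in place of the ChIP reads gave 0.189 by that alone (highest of 20 draws 0.207). With separate input libraries in the denominators the median was 0.392, and libraries that share a lane had a median of 0.434 against 0.414 for those in different lanes. At 91 of the 147 regions (61.9%) the mean PolII ratio was at least 2. From the overlap with highly transcribed genes, the paper proposes that Cse4 is built in for a short time where histones are replaced often.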

**Table 4:** GO process analysis of gene targets for Cse4, Ste12 and PolII. For a complete GO analysis, please refer to Additional File 5.

**GO term**	**Cluster frequency**	**Background frequency**	**p-value**
GO process categories for Cse4			

glycolysis	8 out of 132 genes, 6.1%	22 out of 7158 background genes, 0.3%	8.32e-07
glucose catabolic process	8 out of 132 genes, 6.1%	32 out of 7158 background genes, 0.4%	2.34e-05
alcohol metabolic process	16 out of 132 genes, 12.1%	179 out of 7158 background genes, 2.5%	4.49e-05
hexose catabolic process	8 out of 132 genes, 6.1%	37 out of 7158 background genes, 0.5%	7.96e-05
cellular biosynthetic process	57 out of 132 genes, 43.2%	1689 out of 7158 background genes, 23.6%	0.00013
monosaccharide catabolic process	8 out of 132 genes, 6.1%	42 out of 7158 background genes, 0.6%	0.00023
alcohol catabolic process	8 out of 132 genes, 6.1%	45 out of 7158 background genes, 0.6%	0.00039
pyruvate metabolic process	7 out of 132 genes, 5.3%	39 out of 7158 background genes, 0.5%	0.00174
hexose metabolic process	9 out of 132 genes, 6.8%	78 out of 7158 background genes, 1.1%	0.00349
biosynthetic process	58 out of 132 genes, 43.9%	1929 out of 7158 background genes, 26.9%	0.00496
hexose biosynthetic process	6 out of 132 genes, 4.5%	31 out of 7158 background genes, 0.4%	0.00529
glucose metabolic process	8 out of 132 genes, 6.1%	64 out of 7158 background genes, 0.9%	0.00601

GO process categories for Ste12			

biological regulation	193 out of 823 genes, 23.5%	1132 out of 7158 background genes, 15.8%	7.46e-07
regulation of cellular process	158 out of 823 genes, 19.2%	889 out of 7158 background genes, 12.4%	2.02e-06
regulation of biological process	160 out of 823 genes, 19.4%	904 out of 7158 background genes, 12.6%	2.13e-06
monosaccharide transport	15 out of 823 genes, 1.8%	24 out of 7158 background genes, 0.3%	3.48e-06
hexose transport	15 out of 823 genes, 1.8%	24 out of 7158 background genes, 0.3%	3.48e-06
multi-organism process	40 out of 823 genes, 4.9%	136 out of 7158 background genes, 1.9%	9.27e-06
response to pheromone	32 out of 823 genes, 3.9%	96 out of 7158 background genes, 1.3%	1.03e-05
response to chemical stimulus	86 out of 823 genes, 10.4%	412 out of 7158 background genes, 5.8%	1.18e-05
response to stimulus	144 out of 823 genes, 17.5%	818 out of 7158 background genes, 11.4%	2.41e-05
cellular carbohydrate metabolic process	47 out of 823 genes, 5.7%	187 out of 7158 background genes, 2.6%	0.00011
growth	40 out of 823 genes, 4.9%	148 out of 7158 background genes, 2.1%	0.00012
regulation of transcription from RNA Pol II	56 out of 823 genes, 6.8%	243 out of 7158 background genes, 3.4%	0.00017
regulation of cell size	34 out of 823 genes, 4.1%	117 out of 7158 background genes, 1.6%	0.00017
sexual reproduction	34 out of 823 genes, 4.1%	120 out of 7158 background genes, 1.7%	0.00033
conjugation	34 out of 823 genes, 4.1%	120 out of 7158 background genes, 1.7%	0.00033
conjugation with cellular fusion	34 out of 823 genes, 4.1%	120 out of 7158 background genes, 1.7%	0.00033
response to abiotic stimulus	32 out of 823 genes, 3.9%	111 out of 7158 background genes, 1.6%	0.00047
cellular structure morphogenesis	40 out of 823 genes, 4.9%	156 out of 7158 background genes, 2.2%	0.00057
anatomical structure development	40 out of 823 genes, 4.9%	156 out of 7158 background genes, 2.2%	0.00057
cell morphogenesis	40 out of 823 genes, 4.9%	156 out of 7158 background genes, 2.2%	0.00057
anatomical structure morphogenesis	40 out of 823 genes, 4.9%	156 out of 7158 background genes, 2.2%	0.00057
signal transduction	51 out of 823 genes, 6.2%	222 out of 7158 background genes, 3.1%	0.00067
carbohydrate metabolic process	49 out of 823 genes, 6.0%	210 out of 7158 background genes, 2.9%	0.00068
external encapsulating structure organization	48 out of 823 genes, 5.8%	206 out of 7158 background genes, 2.9%	0.00093
cell wall organization and biogenesis	48 out of 823 genes, 5.8%	206 out of 7158 background genes, 2.9%	0.00093
carboxylic acid metabolic process	67 out of 823 genes, 8.1%	332 out of 7158 background genes, 4.6%	0.00195
organic acid metabolic process	67 out of 823 genes, 8.1%	332 out of 7158 background genes, 4.6%	0.00195
carbohydrate transport	15 out of 823 genes, 1.8%	35 out of 7158 background genes, 0.5%	0.00254
cell growth	26 out of 823 genes, 3.2%	87 out of 7158 background genes, 1.2%	0.00268
reproduction	65 out of 823 genes, 7.9%	323 out of 7158 background genes, 4.5%	0.00309
hexose metabolic process	24 out of 823 genes, 2.9%	78 out of 7158 background genes, 1.1%	0.00367
glucose metabolic process	21 out of 823 genes, 2.6%	64 out of 7158 background genes, 0.9%	0.00478
pseudohyphal growth	21 out of 823 genes, 2.6%	65 out of 7158 background genes, 0.9%	0.00631
cell communication	56 out of 823 genes, 6.8%	271 out of 7158 background genes, 3.8%	0.00665
nitrogen compound metabolic process	51 out of 823 genes, 6.2%	241 out of 7158 background genes, 3.4%	0.00860
establishment and maintenance of cell polarity	32 out of 823 genes, 3.9%	126 out of 7158 background genes, 1.8%	0.00953

Top 40 GO process categories for PolII			

cellular process	1864 out of 2508 genes, 74.3%	4710 out of 7158 background genes, 65.8%	8.82e-27
ribonucleoprotein complex biogenesis	289 out of 2508 genes, 11.5%	494 out of 7158 background genes, 6.9%	3.36e-25
ribosome biogenesis	246 out of 2508 genes, 9.8%	407 out of 7158 background genes, 5.7%	7.01e-24
cellular component organization and biogenesis	785 out of 2508 genes, 31.3%	1725 out of 7158 background genes, 24.1%	4.02e-22
organelle organization and biogenesis	621 out of 2508 genes, 24.8%	1331 out of 7158 background genes, 18.6%	2.59e-19
primary metabolic process	1276 out of 2508 genes, 50.9%	3187 out of 7158 background genes, 44.5%	1.59e-12
maturation of SSU-rRNA from tricistronic rRNA	49 out of 2508 genes, 2.0%	60 out of 7158 background genes, 0.8%	1.86e-10
RNA metabolic process	486 out of 2508 genes, 19.4%	1082 out of 7158 background genes, 15.1%	2.71e-10
nucleotide and nucleic acid metabolic process	649 out of 2508 genes, 25.9%	1512 out of 7158 background genes, 21.1%	6.60e-10
maturation of SSU-rRNA	49 out of 2508 genes, 2.0%	62 out of 7158 background genes, 0.9%	1.97e-09
rRNA metabolic process	143 out of 2508 genes, 5.7%	257 out of 7158 background genes, 3.6%	7.39e-09
ribosomal large subunit biogenesis	50 out of 2508 genes, 2.0%	65 out of 7158 background genes, 0.9%	7.46e-09
ribonucleoprotein complex assembly	96 out of 2508 genes, 3.8%	156 out of 7158 background genes, 2.2%	1.23e-08
macromolecule metabolic process	1096 out of 2508 genes, 43.7%	2752 out of 7158 background genes, 38.4%	1.71e-08
biopolymer metabolic process	1033 out of 2508 genes, 41.2%	2580 out of 7158 background genes, 36.0%	2.55e-08
ribosomal subunit assembly	44 out of 2508 genes, 1.8%	56 out of 7158 background genes, 0.8%	4.08e-08
cellular localization	303 out of 2508 genes, 12.1%	644 out of 7158 background genes, 9.0%	4.38e-08
ribosome assembly	49 out of 2508 genes, 2.0%	65 out of 7158 background genes, 0.9%	4.46e-08
cellular metabolic process	1340 out of 2508 genes, 53.4%	3448 out of 7158 background genes, 48.2%	4.55e-08
metabolic process	1356 out of 2508 genes, 54.1%	3496 out of 7158 background genes, 48.8%	6.00e-08
rRNA processing	137 out of 2508 genes, 5.5%	250 out of 7158 background genes, 3.5%	9.13e-08
ncRNA processing	172 out of 2508 genes, 6.9%	335 out of 7158 background genes, 4.7%	3.92e-07
cellular macromolecular complex organization	184 out of 2508 genes, 7.3%	364 out of 7158 background genes, 5.1%	4.79e-07
establishment of localization in cell	278 out of 2508 genes, 11.1%	594 out of 7158 background genes, 8.3%	6.51e-07
RNA processing	234 out of 2508 genes, 9.3%	487 out of 7158 background genes, 6.8%	9.22e-07
gene expression	704 out of 2508 genes, 28.1%	1708 out of 7158 background genes, 23.9%	9.27e-07
intracellular transport	260 out of 2508 genes, 10.4%	551 out of 7158 background genes, 7.7%	9.36e-07
regulation of translation	38 out of 2508 genes, 1.5%	49 out of 7158 background genes, 0.7%	1.88e-06
maturation of 5.8S rRNA	37 out of 2508 genes, 1.5%	48 out of 7158 background genes, 0.7%	4.22e-06
maturation of 5.8S rRNA from tricistronic rRNA	37 out of 2508 genes, 1.5%	48 out of 7158 background genes, 0.7%	4.22e-06
posttranscriptional regulation of gene expression	44 out of 2508 genes, 1.8%	61 out of 7158 background genes, 0.9%	4.99e-06
macromolecular complex subunit organization	197 out of 2508 genes, 7.9%	404 out of 7158 background genes, 5.6%	5.30e-06
nuclear export	64 out of 2508 genes, 2.6%	102 out of 7158 background genes, 1.4%	1.28e-05
localization	448 out of 2508 genes, 17.9%	1046 out of 7158 background genes, 14.6%	1.35e-05
nuclear transport	76 out of 2508 genes, 3.0%	128 out of 7158 background genes, 1.8%	1.86e-05
nucleocytoplasmic transport	76 out of 2508 genes, 3.0%	128 out of 7158 background genes, 1.8%	1.86e-05
cleavages during rRNA processing	29 out of 2508 genes, 1.2%	36 out of 7158 background genes, 0.5%	3.89e-05
RNA 5'-end processing	26 out of 2508 genes, 1.0%	31 out of 7158 background genes, 0.4%	4.30e-05
transcription from RNA polymerase I promoter	30 out of 2508 genes, 1.2%	38 out of 7158 background genes, 0.5%	5.25e-05
regulation of cellular biosynthetic process	46 out of 2508 genes, 1.8%	68 out of 7158 background genes, 0.9%	5.66e-05

GO process analysis (p < 0.01) for Cse4 combined targets, for Ste12 combined targets and for PolII combined targets.

For a complete GO analysis, please refer to Additional File 5.

**Figure 4:**
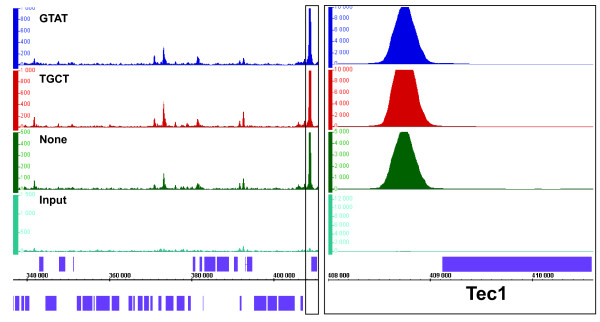
**Ste12 distribution during pseudohyphal growth is similar across three different biological replicates**. Two barcoded replicates (Ste12_Rep2, dark blue; Ste12_Rep1, red) and a non-barcoded replicate (Ste12_Rep3, green) were compared to input DNA (light blue). Ste12 ChIP samples were scored against a pool of input DNA. IGB signal tracks of chromosome 2 between 340,000 and 410,000 are shown for each sample. Axis and scale normalizations are similar to **Figure 2**. A box in the left panel containing the *TEC1 *gene and its surrounding intergenic region was enlarged in panel B and rescaled to emphasize the strong signal at the *TEC1 *promoter. The same normalization as in **Figure 2 **was applied. Ste12p and Tec1p act as a dimer during pseudohyphal growth [31].

**Figure 5:**
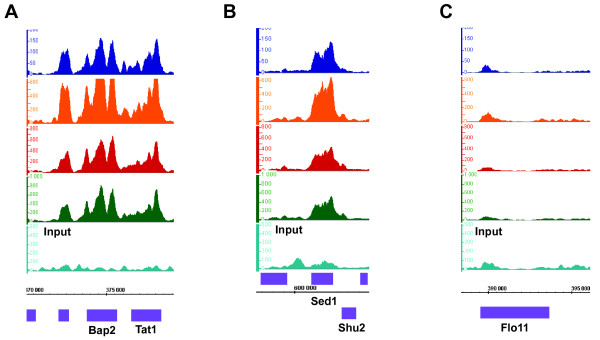
**PolII signal profiles recapitulate findings from Steinmetz et al**. PolII ChIP-Seq signal profiles resemble very closely to those published in Figure 3 of Steinmetz et al [54]. We obtained consistent binding at the Bap2-Tat1 loci (a) and at the Sed1-Shu2 loci (b). As expected, we did not observe binding at the Flo11 locus (c). For PolII ChIP-Seq experiments, two biological replicates were barcoded with ACGT (PolII_Rep1, dark blue; PolII_Rep2, orange), one was barcoded with TGCT (PolII_Rep3, red) and a fourth replicate had non-barcoded adapters (PolII_Rep4, green). Input DNA serves as a reference (light blue). Axis and scale normalizations are similar to **Figure 2**. ORFs above the coordinates axis are on the Watson strand while ORFs below this axis are on the Crick strand.

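Loci were placed by the targets that Additional Files 1 and 2 name for them. At BAP2 and TAT1 (chromosome 2, 374529 to 379229), the mean ratio to the input DNA labelled CMY288-1B was 4.46 ± 0.181 (SD, n = 4), and each PolII list holds a target in this range. In the region that the Ste12 lists of Additional File 2 name for SED1 (chromosome 4, 599399 to 600644) it was 0.306 ± 0.0486 (SD, n = 4). The paper assigned Ste12 targets upstream of a gene to that gene, so this region need not cover the transcribed part of SED1. The targets of 2 PolII lists, those of PolII_Rep2 and PolII_Rep4, reach into the end of this region. In the adjoining PolII targets (chromosome 4, 600604 to 602435), a window chosen after the data were seen, the mean was 2.35 ± 0.205 (SD, n = 4), and the highest p over the replicates was 1.47e-77 (exact binomial test, two-sided). SHU2 was not analysed here.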

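Over the region named for FLO11 (chromosome 9, 388284 to 395229), the mean ratio of the 4 replicates was 0.406 ± 0.0607 (SD, n = 4), under that of the input DNA labelled CMY288-1B. Within this range the lists of the 3 barcoded replicates hold a target of 494 to 558 bp with deposited ratios of 2.33 to 2.73, and the list of PolII_Rep4 holds a target of 6 bp with a deposited ratio of 7.68. Keeping 1 read per position and strand gave a mean of 0.456.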

**Figure 6:**
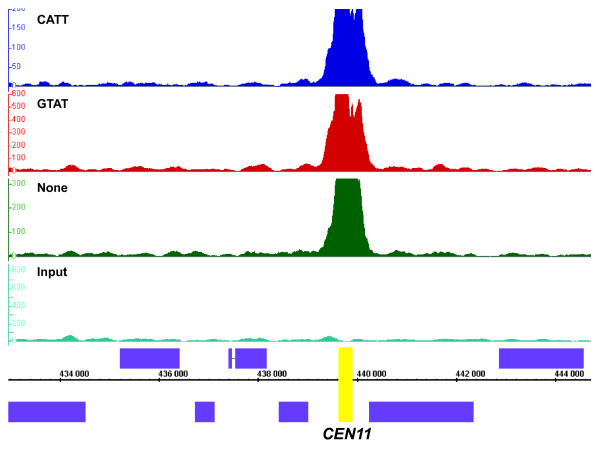
**Cse4p is found robustly at centromeres**. All biological replicates were strongly and tightly bound to centromeres, as it is depicted here in the case of *CEN11*. Two barcoded replicates (Cse4_Rep2, dark blue; Cse4_Rep1, red) and a non-barcoded replicate (Cse4_Rep3, green) were compared to input DNA (light blue). Cse4 ChIP samples were scored against a pool of input DNA. IGB signal tracks of the *CEN11 *on chromosome 11 are shown for each sample. *CEN11 *is highlighted in a yellow box. Axis and scale normalizations are similar to **Figure 2**.

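At CEN11 (chromosome 11, 439536 to 440035, the 500 bp around its middle), the ratio was 74.1 in Cse4_Rep1, 89.1 in Cse4_Rep2 and 108 in Cse4_Rep3, a mean of 90.3 ± 16.9 (SD, n = 3), from 1743, 686 and 1841 reads. The width of the peak at 50% of its maximum was 269 ± 26.5 bp (SD, n = 3).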

### Artifacts absent in barcoded libraries but present in non-barcoded libraries

Finally, we did observe one set of differences between barcoded and non-barcoded libraries. 

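Positions at which reads of one strand start were counted as stacks where they held at least 10 reads per 1000000 and at least 50% of the reads of that strand within 100 bp. The 3 DNA libraries without a barcode had 17.2 stacks on average (SD 3.33, n = 3), and the 9 barcoded DNA libraries had 57.1 (SD 106, n = 9), with Cse4_Rep2 at 284 and the TGCT library of lane L at 197. These are the shallowest ChIP and the shallowest input library, where this minimum amounts to few reads. The difference between the groups was not detectable (exact permutation test over 220 splits, two-sided, p = 0.8). With at least 20 reads per 1000000, the mean was 14.0 without barcodes and 0.907 with them (p = 0.00455, exact permutation test, two-sided). The input libraries of both groups are aliquots of a single DNA sample, which these tests treat as independent. At the first threshold, the ChIP libraries alone had 19.0 stacks on average without barcodes (n = 2) and 58.0 with them (n = 5).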

A curious rare artifact was found in non-barcoded libraries and excluded in barcoded libraries. ~31 abnormally-shaped peaks were present in non-barcoded ChIP libraries in which the same sequences was obtained many times resulting in block-shaped peaks (Additional File 4). This artifact was not observed in barcoded libraries.

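In the non-barcoded ChIP libraries, the stacks joined to 24 positions, with 18 in PolII_Rep4 and 20 in Cse4_Rep3, and 14 shared. Lane I of the non-barcoded input shared 12 of its 19 stacks with PolII_Rep4 and 11 with Cse4_Rep3, lane J shared 2 and 3 of its 8, and the lanes I and J shared 0. PolII_Rep4, lane I and 1 of the 2 runs of Cse4_Rep3 were read on the same flowcell, and no barcoded ChIP library analysed here was. Split by run, which was done after the data were seen, Cse4_Rep3 had 146 stacks in the run on this flowcell and 22 in its other run, of which 18 and 4 were shared with PolII_Rep4, and the 2 runs shared 5. The first of these runs held 239580 mapped reads, so a stack there needs few reads. At none of the 24 positions did a barcoded ChIP library have a stack, and the highest value there was 2.83 reads per 1000000, where the non-barcoded ones had a median of 36.8.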

Although the source of this artifact is not clear, it might be due to specific priming from the non-barcoded adaptor on yeast DNA. 

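The 23 positions with known sequence around them had 2.78 ± 1.48 (SD) of the last 13 bases of the adapter matching next to the read, and controls at 1000 bp had 3.22 ± 1.65 (SD), a difference of -0.435 (permutation test of 10000 sign flips, two-sided, p = 0.376). The first 20 bases of the reads were rich in A, at 89.8% ± 14.2 (SD) where controls had 30.9% ± 12.3 (SD) (22 positions, permutation test of 10000 sign flips, two-sided, p = 0.0001, the smallest they can give). Input libraries read in several lanes are counted once per lane in what follows. So 3 non-barcoded DNA libraries give 4 values, and 9 barcoded ones give 12. Over all reads, those with at least 20 A among the first 26 bases numbered 19448 to 58643 per 1000000 in the 4 non-barcoded libraries and 356 to 2965 in the 12 barcoded ones. Among mapped reads alone they numbered 1916 to 12375 per 1000000 and 327 to 1220. The paper set aside reads lacking an intact barcode, so a read made only of A from its first base could not enter a barcoded library. How much of the gap this sorting makes was not measured.

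**Figure D3:**
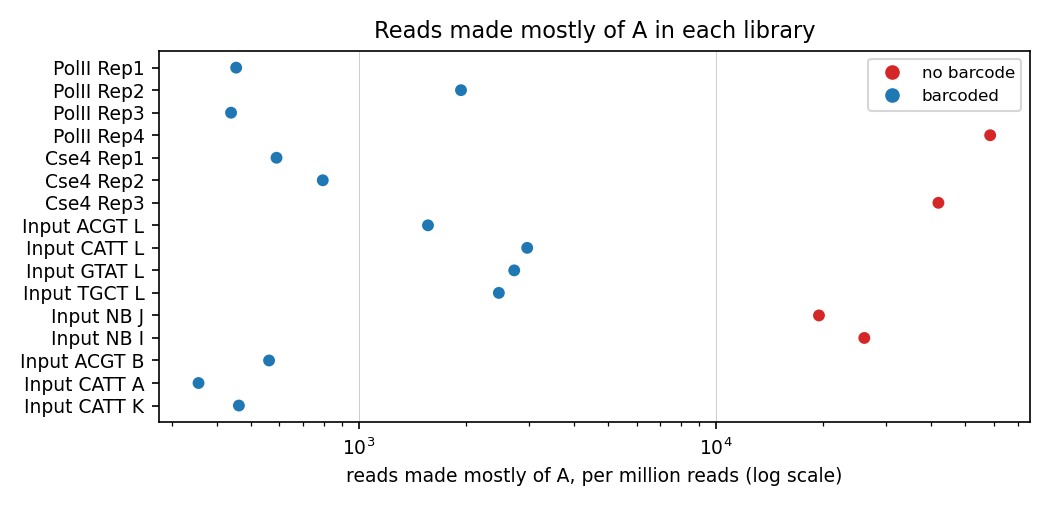
Reads per 1000000 with at least 20 A among the first 26 bases (log axis) in each library, split into non-barcoded and barcoded. The 4 non-barcoded libraries lie between 19448 and 58643 and the 12 barcoded ones between 356 and 2965, with an input library counted once per lane. Reads lacking an intact barcode had been discarded, which keeps reads made only of A out of the barcoded libraries.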

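Of the 18 stacks of PolII_Rep4, 11 lie within 100 bp of one of its targets, and of the 20 stacks of Cse4_Rep3, 12 do.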

Regardless, these artifacts are readily eliminated by removing non-unique reads. We did not find additional areas of dissimilarity between barcoded and non-barcoded libraries.

## Conclusion

Our multiplex strategy for ChIP-Seq allows reliable and accurate analysis of multiple samples simultaneously. We processed four times as many samples in the same amount of time and reduced our cost per sample by 65% (Table 5). Barcoded ChIP-Seq will greatly facilitate large-scale studies in organisms with large genomes for which smaller numbers of reads are required and will be particularly valuable for organisms with small genomes such as bacteria, viruses, other yeasts, algae such as *Chlamydomonas reinhardtii *and plants such as *A. thaliana*. The relatively small genomes of two model organisms, the worm *C. elegans *and the fruit fly *D. melanogaster*, are under intensive characterization by the modENCODE consortium [57]. modENCODE (Model organism ENCyclopedia Of DNA Elements) aims to identify all functional elements, including transcription factor binding sites and transcribed regions, in the genomes of *C. elegans *and *D. melanogaster*. Thus the application of barcoded ChIP-Seq to globally map transcription factor binding sites in *C. elegans *and *D. melanogaster *will be valuable for cost-effective completion of this project. We estimate for yeast that we would need 260,000, 90,000 and 18,000 mapped reads to saturate transcription factor binding sites, given fold-enrichments of 5×, 10× and 50× respectively (Table 6). With an enrichment of 10-fold, 800,000 mapped reads would be needed for *C. elegans*, 1,000,000 reads for *D. melanogaster *and 1,500,000 reads for *A. thaliana *(Table 7). These numbers can be easily achieved with barcoded ChIP-Seq. Moreover, considering the high degree of ChIP-Seq target overlap between different biological replicates (Figure 3c), we estimate that two biological replicates are sufficient to achieve statistical significance for a particular ChIP-Seq experiment if the biological replicates are very similar. Otherwise, three biological replicates should be used if there is a higher level of divergence among different biological replicates.

**Table 5:** Cost per sample and number of mapped reads with increasing multiplexing

**Number of barcoded adapters**	Fraction of non-barcoded cost per sample*	Number of mapped reads**
1	100%	10.00 M
4	34.61%	2.50 M
8	23.71%	1.25 M
12	20.08%	0.83 M
16	18.26%	0.63 M
40	15.00%	0.25 M

*Includes Illumina DNA library preparation (fixed cost), sequencing run

*Excludes ChIP reagents, Illumina GAII sequencer, HR and data storage

*For a non-barcoded sample, the cost per sample is $498.23 USD as of October 2008.

**Assumes optimal mapping values for a lane run on a GA II (10 million mapped reads)

**Table 6:** ChIP-Seq simulations of depth of sequencing for *S. cerevisiae*

Fold Enrichment	2×	5×	10×	50×
Number of Reads	2,500,000	260,000	90,000	18,000

Number of reads required in order to identify greater than 95% of 600 simulated binding sites distributed evenly over the 12 Mb *S. cerevisiae *genome with average fold enrichments of 2×, 5×, 10× and 50×. See **Methods **for details of the simulation.

**Table 7:** ChIP-Seq simulations of depth of sequencing for three model organisms

		Fold Enrichment of Simulated Sites	
	Genome Size (Mb)	5×	10×
*C. elegans*	100	2,400,000	800,000
*D. melanogaster*	123	3,500,000	1,000,000
*A. thaliana*	157	6,800,000	1,500,000

Number of reads required in order to identify greater than 95% of 1,000 simulated binding sites distributed over the genomes of *C. elegans*, *D. melanogaster *and *A. thaliana *for average fold enrichments of 5× and 10×. See **Methods **for details of the simulation.

Our general multiplexing approach is expected to be useful for a variety of other applications including bacterial genome re-sequencing and RNA-Seq; it will also be valuable for other short read DNA sequencing platforms. Using the current technology, genome re-sequencing in yeasts, with a 25× coverage for SNP detection, is not amenable to multiplexing as it would require about 9.50 M mapped reads of length 32 (36 bp minus 4-bp barcode). This is equivalent to one or two Illumina flowcell lanes. RNA-Seq experiments could also be multiplexed in the future although considerable sequencing depth is required to detect at a significant level low-abundance transcripts or rare splice variants. In general, to detect binding sites or transcripts that are present in low abundance by barcoded ChIP-Seq or RNA-Seq, it is important to determine by calculations or computer simulations the minimal number of mapped reads per sample to establish the appropriate level of multiplexing. With the new Illumina Genome Analyzer II, there is an increase in the number of reads that can be obtained (currently ~15 million per lane) and it will be possible to further multiplex ChIP-Seq by creating many other different barcoded adapters, ligating them to individual samples and pooling all of these barcoded libraries in the same flow cell lane. Sequencing reagent costs per sample would further decrease from 65% (4 barcodes) to 76% (8 barcodes), 80% (12 barcodes), 82% (16 barcodes) and 85% (40 barcodes), in comparison to non-barcoded samples (Table 5).

To maintain base balance at any given sequencing cycle, indexing adapters should be designed in increments of four. We prefer to keep the barcodes distinct from one another to avoid crossover due to sequencing errors; for a 3-base barcode this leads to 16 different combinations. To increase multiplexing beyond this figure one can either use barcodes with one base difference and correct for sequencing errors or increase the size of the barcode. Massively barcoded ChIP-Seq, bearing constant improvements in ultra-throughput sequencing technologies, will become widely accessible and is expected to supplant array-based technologies for gene regulation and expression studies in organisms with both small and larger genomes.

## Methods

### Data accession and supplementary methods

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [58] and are accessible through GEO Series accession number GSE13322 [59]. Sgr files and other data can be accessed at this URL address: 

### Cell growth

Yeast strains are described in Table 8. Yeast strains CMY288-1B, CMY8058-3-4 and CMY8082-20-3 were grown in YPAD rich media to exponential mid-log phase (OD_600 _= 1.0, 500 mL culture). For yeast strains YJM339 and CMY291, cells were grown overnight to mid-log phase to OD_600 _= 0.6 and then pseudohyphal growth was conducted in nitrogen-depleted SLAD for 4 h as described [36].

**Table 8:** Yeast strains used in this study

**Strain ID**	**Genotype**	**Parent strain**	**Source**
CMY 288-1B	MATα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0	BY 4741	Christopher Yellman, unpublished
YJM 339	MATa/α HO/HO	Clinical isolate	McCusker et al., 1994
CMY 291	MATa/α HO/HO STE12-13MYC-kanMX6/STE12-13MYC-kanMX6	YJM 339	Christopher Yellman, unpublished
CMY 8058-3-4	MATa ade2-1 bar1::loxP can1H cyh2H gal1H his3Δ1 leu2-3,112 trp1-289 ura3-52	A364a	Christopher Yellman, unpublished
CMY 8082-20-3	MATa ade2-1 bar1::loxP can1H cyh2H gal1H his3Δ1 leu2-3,112 trp1-289 ura3-52 CSE4-3HA-URA3	A364a	Christopher Yellman, unpublished; Meluh et al., 1998

### Chromatin immunoprecipation (ChIP)

Chromatin immunoprecipitations were performed as described [60]. All ChIP experiments were completed as biological triplicates for Cse4 and Ste12 and as biological quadruplicates for PolII. For the immunoprecipitations of Ste12 and Cse4, Ste12-13X Myc (160 uL of a 50% anti-Myc EZiew affinity gel; Sigma) and Cse4-3HA (160 uL of a 50% anti-HA EZiew affinity gel; Sigma) were pre-washed three times in lysis/IP buffer containing protease inhibitors and PMSF and added to the lysates from their respective epitope-tagged strains and untagged controls. For the immunoprecipitation of native RNA polymerase II from strain CMY288-1B, 20 μL of mouse ascites containing RNA polymerase II 8WG16 mouse monoclonal antibody (Covance, Cat. #MMS-126R) was added to one set of triplicates. The other set was left without antibody as a control.

Immunoprecipitations were carried out with inverting at 4°C for 14–16 h. For the PolII samples, 250 uL of a 50% Protein G agarose slurry (washed twice in lysis/IP buffer) was added to each of the PolII samples as well as to the no antibody controls, and incubated for 1 h at 4°C with gentle inverting.

### Input DNA preparation

To isolate input DNA, 250 uL of clarified CMY288-1B lysate was reserved before immunoprecipitation and combined with 250 μL of 1× TE [pH 8.0]/1% SDS. Crosslinks were reversed by an overnight incubation at 65°C and Proteinase K treatment was carried out as described above. Instead of direct DNA precipitation as for ChIP samples, input DNA was extracted three times using phenol:chloroform:isoamyl alcohol (25:24:1) (Fluka) and once with chloroform alone. To precipitate DNA, 50 μL of 5 M LiCl and 1 mL of 100% ethanol were mixed with the upper phase isolated from the chloroform extraction and precipitation occurred for 1 h at -20°C. Samples were centrifuged for 20 min at 14,000 RPM at 4 °C and were air-dried for 10 min. DNA was resuspended in 30 μL 1× TE [pH 8.0] and input DNA was incubated at 37°C for 30 min with 2 μL of DNase-free RNase A. Finally, input DNA was further purified using a Qiagen MinElute column.

### Real-time quantitative polymerase chain reaction

Real time quantitative PCR (qPCR) with SYBR green dye was performed using a Roche LightCycler 480 qPCR machine to confirm enrichment of control regions. A two-fold enrichment between experimental samples (epitope-tagged strains for Ste12 and Cse4, primary antibody for PolII) and reference samples (untagged strains for Ste12 and Cse4, protein G beads only for PolII) for known binding sites was set as the threshold for samples to continue forward towards Illumina library preparation. For each DNA-binding protein studied, four primer pairs were designed and these included at least two primer pairs amplifying known binding sites and at least one primer pair amplifying a random region as a negative control. Primers were generated using Primer3  with the following criteria: fragment size between 200 and 250 bp, primer length 20 and melting temperature between 59°C and 61°C. Other settings were kept as default. Primer sequences are given in Table 9. A standard curve with a dilution series of genomic DNA was generated for each primer pair to determinate primer pair efficiency [61]. Each 10 μL reaction contained 2 μL of nuclease-free water (Gibco), 5 μL of LightCycler 480 SYBR Green I Master mix (Roche, Cat. #04 707 516 001), 0.5 μL of each primer (10 μM stocks) and 2 μL of either water (negative control), diluted genomic DNA (standard curve) or ChIP DNA (1/21 dilution). For ChIP DNA, reactions were done in duplicates on the 384-well plate. Phenol-chloroform extracted genomic DNA was diluted to 8^-1^, 8^-2^, 8^-3^, 8^-4^, 8^-5^, 8^-6 ^and 8^-7 ^to generate a dilution series for determination of the standard curve. Each qPCR reaction was run using the same program: pre-incubation (95°C for 5 min), 45 cycles of amplification (95°C for 20 s, 54°C for 30 s, 72°C for s), melting curves using a heat ramp and cool down. Crossing point values (Cp values) were obtained using the second derivative maximal analysis tool included in the Roche LightCycler480 software. To determine enrichment, the 2^-ΔΔCp ^method was used by comparing enrichment values for positive primer pairs to a negative primer pair between experimental and reference ChIP experiments. The negative primer pair should not give differences between experimental samples and control samples. Average enrichment for all biological replicates was determined for each primer pair and standard deviation to the mean was indicated as error bars. Mean enrichments over negative primer pair (+/- SD) were plotted in Excel (Figure 7).

**Table 9:** Primer sequences for qPCR analysis of Cse4, PolII and Ste12 ChIPs

**qPCR experiment**	**Pair name**	**Primer name**	**Sequence**
Cse4	Cse4P1	Cse4P1for	GATCAGCGCCAAACAATATGGAAAATCC
Cse4	Cse4P1	Cse4P1rev	AACTTCCACCAGTAAACGTTTCATATATCC
Cse4	Cse4P2	Cse4P2for	CGTATTACAATGGCCGAAGGC
Cse4	Cse4P2	Cse4P2rev	GCGACAACAAGAGGGAAATGA
Cse4	Cse4P3	Cse4P3for	CGTCCAAACATGAAAGTGCTCC
Cse4	Cse4P3	Cse4P3rev	CAGCGATTGACTTTCTCCCATT
Cse4	Cse4P4	Cse4P4for	GAAGCGTTATGGAACCTGTCGAA
Cse4	Cse4P4	Cse4P4rev	GTCGGTCGTCCAATATCATCGTAAA

PolII	Pol2P1	Pol2P1for	ACCGGTACAAGGACAAGACG
PolII	Pol2P1	Pol2P1rev	GTTCGTTCTCACGCACTTCA
PolII	Pol2P2	Pol2P2for	AAGACGCTCGAAACCAAGTG
PolII	Pol2P2	Pol2P2rev	GCTCACGTTTTGCAATGATG
PolII	Pol2P3	Pol2P3for	GACCGTTGCAAGGATTGATAA
PolII	Pol2P3	Pol2P3rev	TCAACCGAAGGAAGGAGAAA
PolII	Pol2P4	Pol2P4for	ATTGCCTGGTTCTTGTCCTG
PolII	Pol2P4	Pol2P4rev	CGTTGGCATATCACACCTTG

Ste12	Ste12P1	Pseudo35	CCCGTAGTCCGGTTTAATCA
Ste12	Ste12P1	Pseudo36	AACTGTGCATGAGCCAAGAG
Ste12	Ste12P2	Pseudo37	AAAAGGAGATAGGGCCCAGA
Ste12	Ste12P2	Pseudo38	CCAGAACAGCCAGCTAGACC
Ste12	Ste12P3	Pseudo39	TCGGGCTTCTAAGGCAAATA
Ste12	Ste12P3	Pseudo40	TCCTTTAAATGATGTTGCGATG
Ste12	Ste12P4	Pseudo41	TGTAGCCCAACGGATTCTTC
Ste12	Ste12P4	Pseudo42	AGAAGCTTTGCCAGGTGAAA

**Figure 7:**
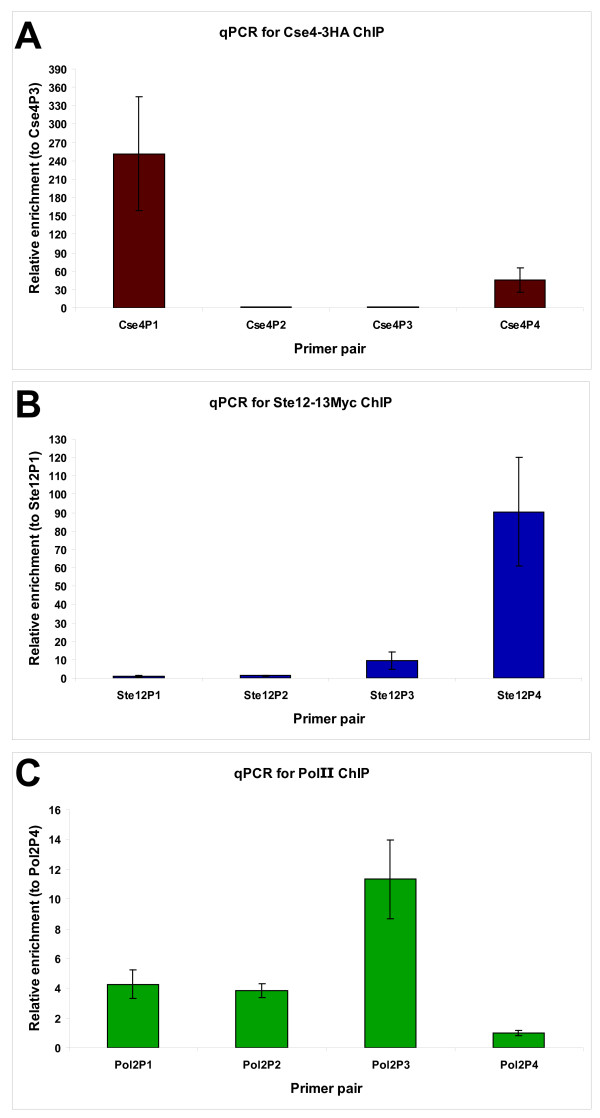
**qPCR analysis for ChIP samples Cse4-3HA (a), Ste12-13Myc (b) and RNA polymerase PolII (c)**. For all qPCR analysis, normalization using the 2^-ΔΔCp ^method was used to compare results from a given primer pair to a negative primer pair (respectively Cse4P2, Ste12P1 and Pol2P4) (**Table 9**). Error bars represent standard deviation across three biological replicates for relative enrichment to the negative primer pair. (a) Cse4p is enriched preferentially at the centromeres (Cse4P1 for *CEN3 *and Cse4P4 for *CEN6*) but not at two random non-centromeric locations (Cse4P2 and Cse4P3). (b) Ste12p binds known target sites in pseudohyphal growth. Ste12P1, Ste12P2, Ste12P3 and Ste12P4 represent respectively sites with no enrichment, low enrichment, medium enrichment and high enrichment as determined by ChIP-chip studies (Christopher M. Yellman, unpublished data). While the low enrichment site was not found to be significantly enriched for this ChIP sample, the medium and high enrichment sites were strongly present in our samples used for qPCR. (c) PolII primer pairs were selected using Steinmetz microarray data [54,64] to have three positive pairs (Pol2P1, Pol2P2 and Pol2P3) and one negative pair (Pol2P4). Positive targets were all significantly enriched over the negative control.

### Adapter design and annealing

Each barcode has a 3 base index followed by a 'T' (position 4) to promote pairing with the 'A'-overhang that is added to the samples as part of the Illumina genomic DNA library preparation. Barcodes were created in such a way that no barcode had the same base at positions 1, 2 and 3 for two reasons. First, we wanted to have a balanced base composition. Second, since ELAND alignment software allows 2 mismatches to map any read, we wanted to make sure that sequencing errors would not influence mapping. These four barcodes were used for this study: GTAT, CATT, ACGT and TGCT.

Oligos were synthesized by MWG at a 0.05 μmol scale with HPLC purification. Oligo sequences are given in Table 1. Each oligo was resuspended in annealing buffer (10 mM Tris [pH 7.5], 50 mM NaCl, 1 mM EDTA) to 200 μM. The forward and reverse oligos for each pair were mixed in equal volumes to 100 μM and denatured for 5 min at 95°C in a wet heat block. The heat block was then removed to room temperature and allowed to cool slowly over 45 min to promote annealing. For input DNA, Illumina genomic DNA adapters were diluted 1:20 using RNase-free DNase-free water (Gibco) and our adapters were diluted 1:30. For ChIP DNA libraries, the DNA concentrations of the barcoded-adapters were measured by a Nanodrop spectrophotometer and adjusted to the same working concentration as Illumina's adapters. The following dilutions were therefore determined: 1:500 for barcode GTAT, 1:450 for barcode CATT, 1:750 for barcode ACGT and 1:330 for barcode TGCT.

### Illumina DNA library generation

We followed the manufacturer's protocol for creating genomic DNA libraries with a few modifications based on experience gained from ChIP-Sequencing [6]. Here we present our modifications for generating barcoded libraries. ChIP DNA and input DNA were first band-isolated on a 2% agarose to obtain fragments between 150 and 350 base pairs and DNA was extracted using the QIAquick gel extraction kit (Qiagen) and eluted in 34 μL. For input DNA, because DNA amounts are higher than DNA recovered by ChIP, input DNA after gel extraction was diluted 1:5. After end-repair and addition of a single adenosine ("A") nucleotide, adapters were ligated to samples for 15 min at room temperature in the following fashion: the samples eluted from the MinElute column in 10 μL were ligated to 1 μL of adapters using 1.3 μL of LigaFast T4 DNA Ligase (3 Units/μL; Promega) and 12.3 μL Rapid Ligation Buffer (Promega). For input DNA libraries, the Illumina genomic DNA adapters were diluted 1:20 and all barcoded adapters were diluted 1:30. For ChIP DNA libraries, the Illumina genomic DNA adapters were diluted 1:40 and barcoded adapter dilutions are described in the previous section. After 15 min, samples were purified with the MinElute PCR purification kit (Qiagen).

We found that size-selection and purification of the ligation products by agarose gel before amplification of the library by PCR resulted in better libraries and decreased the incidence and intensity of an adapter-adapter band at ~120 bp. To eliminate those adapters that lack a fragment insert, samples were run on a 2% agarose E-Gel (Invitrogen) for 20 min, together with Track-It 50 bp DNA ladder (Invitrogen). DNA fragments ranging from 150 base pairs to 500 base pairs were extracted and recovered in 28 μL EB with a QIAquick gel extraction kit (Qiagen). To amplify the library, PCR was performed using Illumina genomic DNA primer "1.1" and Illumina genomic DNA primer "2.1" as described [6,62] with 15 cycles (Input DNA) or 17 cycles (ChIP DNA) of amplification. A final size selection was performed using a 2% agarose E-Gel to obtain a library with a median length of ~230 bp which is within the recommended size range for cluster generation on Illumina's flowcell. The library was recovered in 20 μL EB using MinElute Gel Extraction kit (Qiagen). Finally, DNA concentrations and purities (A_260/280 _nm ratios) were measured on a Nanodrop spectrophotometer and are given in Table 10.

**Table 10:** Experimental design and values for ChIP replicates and input samples

**Experiment #**	**Experiment ID**	**Barcode**	**Sample**	**DNA Concentration (ng/φL)**	**A_260/280_**	**Total reads**	**Mapped reads**	**% Mapping**	**Threshold**
**1**	PolII_Rep1	ACGT	PolII	16.6	1.83	1110177	623328	56.15	14
**2**	Input_CATT	CATT	Input	51.6	1.85	2526689	1719855	68.07	Not being scored
**3**	Cse4_Rep1	GTAT	Cse4	12.0	1.99	2606497	1080537	41.46	81
**4**	Ste12_Rep1	TGCT	Ste12	11.6	1.85	2020432	1072428	53.08	42
**5**	Input_ACGT	ACGT	Input	66.9	1.80	4678579	2857615	61.08	Not being scored
**6**	Cse4_Rep2	CATT	Cse4	8.6	1.85	679315	357384	52.61	25
**7**	Ste12_Rep2	GTAT	Ste12	9.4	1.86	2316023	1067739	46.10	44
**8**	PolII_Rep2	TGCT	PolII	15.5	2.00	3991833	2561147	64.16	12
**9**	PolII_Rep3	ACGT	PolII	9.7	1.97	2661304	1725793	64.85	42
**10**	Input_NB	None	Input	60.4	1.83	2432221	1582226	65.05	Not being scored
11A*	Cse4_Rep3	None	Cse4	10.7	1.69	1168583	239580	20.50	60
11B*	Cse4_Rep3	None	Cse4	10.7	1.69	3245287	583876	17.99	
12A*	Ste12_Rep3	None	Ste12	9.1	1.64	2106917	473965	22.50	39
12B*	Ste12_Rep3	None	Ste12	9.1	1.64	2668067	551040	20.65	
**13**	PolII_Rep4	None	PolII	18.8	1.94	4649077	3151068	67.78	40
**14**	Input_NB	None	Input	60.4	1.83	4373256	2455181	56.14	Not being scored
**15**	Input_ACGT	ACGT	Input	66.9	1.80	873037	529038	60.60	5
**16**	Input_CATT	CATT	Input	51.6	1.85	799430	479546	59.99	5
**17**	Input_GTAT	GTAT	Input	34.6	1.69	1380820	850262	61.58	6
**18**	Input_TGCT	TGCT	Input	68.1	1.78	611123	362458	59.31	4

NB (No Barcode) indicates that standard non-barcoded Illumina adapters were used. DNA concentrations of Illumina DNA libraries and their A_260/280 _ratios are given in columns 5 and 6.

Mapping values after sequencing (total sequencing reads, total mapped reads and percentage of mapped reads) are shown in columns 7, 8 and 9.

Threshold values for PeakSeq scoring algorithm are displayed in column 10.

* Sample ran twice on sequencer and reads pooled together from both lanes for scoring as a single experiment

### Mapping values and scoring

Raw data from the Illumina Genome Analyzer I and II were analyzed with Illumina's Firecrest, Bustard and GERALD modules for image analysis, basecalling and run metrics respectively, and a PhiX174 control lane was used for matrix and phasing estimations, as per the manufacturer's instructions. At this stage, a Perl script was used to partition the reads and remove the barcodes, i.e. the first four bases of each read. The next 26 bases of each read were aligned against the reference genome S288c *Saccharomyces cerevisiae*, using Illumina's ELAND program in standalone mode. 

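The reads deposited for these libraries were 26 to 35 bases long, and the length aligned was 26 to 30 bases, with more than 26 in 8 of 17 runs.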

For each barcode from each flowcell lane of barcoded libraries, the numbers of total and mapped reads were determined. Reads lacking a fully-intact barcode were discarded in a fifth bin called unclassified (not shown) and were not used in individual barcode mapping analysis, although they are calculated in the global lane mapping analysis. Mapping values and thresholds for scoring are given in Table 10. Uniquely-mapped reads with ChIP factors and barcoding schemes in common were pooled to produce 19 different data sets (Table 10). A full lane of non-barcoded input DNA comprising 2,455,181 mapped reads was used as a control when scoring barcoded input DNA. For scoring ChIP DNA relative to input DNA, a reference set consisting of two full lanes of input DNA and two barcoded input DNA data sets were combined, adding up to 13,198,172 total reads. Signal files were created using a 200 bp sliding window and scoring was performed with the PeakSeq program [63] using a mappability fraction of 1.0. Significant "ChIP hits" were determined relative to the corresponding input DNA by PeakSeq and further filtered by requiring a hit length of at least 100 bp, a p-value of < 0.05, a ratio of at least 2.0 between ChIP DNA and input DNA read counts and a difference of at least 10 between the ChIP DNA and input DNA read counts.

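In the deposited target lists, 168 targets of PolII_Rep3 and 117 of PolII_Rep4 were shorter than 100 bp, and 0 in the other PolII lists. The deposited counts are of extended tags, and the ratio of a deposited count to the count of read midpoints had a median of 1.09 to 1.37 over the 7 ChIP libraries.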

In the section "Similar barcode behavior with the same DNA sample", each barcoded input DNA (Table 10, experiments #15–18) was scored against the non-barcoded input DNA (Table 10, experiment #14) using PeakSeq. Similar criteria were applied to filter barcoded input DNA hits. In these significant "input hits" from all four barcoded input DNA samples, the number of overlapping nucleotides was determined. Finally, the total number of nucleotide positions from all significant "input hits" was calculated and compared to the *S. cerevisiae *genome size.

### Signal tracks and browser

Signal tracks were produced from uniquely-mapped reads and the *S. cerevisiae *genome using a 200 base pair sliding window. The Integrated Genome Browser (IGB, Affymetrix) was used to view images of signal tracks and to overlay them against the October 2003 version of the *Saccharomyces cerevisiae *genome. For ORFs and other annotations, the *Saccharomyces cerevisiae *genome was imported from SGD, the *Saccharomyces *Genome Database . After barcode parsing, each barcoded sample was compared over input DNA signal. To build signal tracks for comparing samples with different number of sequencing reads, the y-axis was normalized for each sample according to the total number of mapped reads.

### Comparisons of the average tag counts in 500 bp bins between two experiments

We divided the yeast genome into 500 bp bins. For each experiment (Table 10), we calculated the average tag count for each bin by summing the tag counts at each nucleotide position within a bin and dividing the total by 500. We then normalized each experiment by dividing the average tag count for each bin by the total tag count for the experiment. Normalized average tag count for each 500 bp bin were compared between two experiments among barcoded and non-barcoded samples for a particular factor. Linear regression was performed using R and the R^2 ^(R-squared) and p-values recorded.

### Target list annotation

For RNA PolII, target lists were overlapped with SGD ORFs and then annotated using SQL operation chains. Targets that did not overlap with any ORF were manually annotated to the closest gene by comparing PolII bed files in IGB. If we could not discriminate between two genes, then both were selected.

For Cse4, target lists were manually curated. CENs and ORFs were identified manually by looking at Cse4 signal tracks and Cse4 bed files in IGB and associating them to overlapping features. If one target overlapped two ORFs, both ORFs were included in subsequent analyses. If one target was located between two ORFs, the closest ORF was selected if the target's signal was noticeably higher towards this ORF and if the target was positioned closer to this ORF by at least 200 bp. Otherwise, both ORFs were considered.

For Ste12, target lists were manually curated. Targets located within 1.5 kb upstream of an ORF's transcription start site were assigned uniquely to that ORF. In the case of two ORFs with divergent promoters, both ORFs were considered if they were located less than 1 kb away from the target. For all other targets, the closest ORF was selected except when distances between a target and its two closest ORFs were less than 200 bp. In this case, both ORFs were included. Targets whose signals were marginally above background and that were distal to annotated regions of the genome were discarded.

### Comparisons between ChIP-Seq and published ChIP-chip data

Comparisons between PolII ChIP-Seq signal tracks and PolII ChIP-chip signal profiles around genes were made using data from Steinmetz et al. [54] and were performed visually in IGB. Comparisons between Ste12 ChIP-Seq targets and Ste12 ChIP-chip targets were done manually using IGB. If a ChIP-chip target was located less than 150 bp away from a ChIP-Seq target in at least one of the biological replicates, they were considered as overlapping for analysis purposes. ChIP-chip targets located more than 2 kb from a gene were excluded from comparisons. For Ste12, the Ste12 ChIP-chip target list from Borneman et al. [37] was used. For PolII ChIP-chip data from Steinmetz et al. [54], readily available on SGD and GEO (Series GSE6293, Sample GSM144667) [64], similar analyses and criteria as in Borneman et al. [37] were used to determine PolII ChIP-chip targets for consistency. 929 PolII ChIP-chip targets were visually inspected in IGB to ensure that they matched the PolII ChIP-chip signal profile [54]. Comparison with PolII ChIP-Seq data was done manually using IGB with similar criteria as those described for the Ste12 comparison between ChIP-Seq and ChIP-chip targets.

### Rank-rank correlations

In order to demonstrate that the rank-order lists of target binding sites for different samples are correlated, we performed the following comparisons. Lists of target binding sites are ranked first by p-value from most significant to least significant and in second by the difference between the ChIP DNA and input DNA read counts from the highest to the lowest. For a pairwise comparison of two target lists, we can vary the fraction of each list that is compared. The number of targets that agree (i.e. overlap by at least one bp) between the two lists can be plotted as a function of the fraction of the two lists compared. Ideally for targets that are identical the rank-rank plot will be linear having a value of 100% agreement when the entire rank lists are compared. Deviation for this linear correlation shows where the rank lists being compared begin to differ.

### Gene Ontology (GO) analysis

GO analyses were performed on SGD . We chose the GO Process Ontology with a p-value cutoff at p < 0.01. Other settings were set at default. For all three factors, ORFs were required to be present in at least one biological replicate. For Cse4 and PolII, all ORFs were used for the analyses. For Ste12, only those ORFs that were downstream of a target were analyzed.

### Simulation of depth of sequencing

To investigate the sequencing depth necessary to saturate the number of detectable binding sites, we performed the following computational simulation. We simulated a genome of size *S*_*G*_, with *N*_*sites *_binding sites of average fold enrichment *f*, using *N*_*reads *_mapped sequence reads. In order to perform the simulation efficiently, we scaled the genome size to 1 Mb, and correspondingly scaled the number of binding sites and mapped reads. We randomly generated sequence reads using a uniform distribution over the 1 Mb interval for both a simulated input DNA sample as well as for a ChIP DNA sample with regions with enriched numbers of sequence reads corresponding to binding sites. These simulated datasets were scored in the same manner as ChIP DNA data was scored against input using a false discovery rate of 5%. The sensitivity (i.e. the fraction of simulated binding sites identified) as well as the positive predictive value (i.e. the accuracy of the target sites identified) of the scored results was computed using the simulated data. The simulation was repeated 50 times in order to accurately estimate the sensitivity and positive predictive values. By varying the number of simulated mapped sequence-reads *N*_*reads*_, we can compute the minimum number of reads required in order to achieve a sensitivity of 95% (i.e. to be able to identify 95% of the simulated binding sites).

## Authors' contributions

The laboratories of MS and MG contributed to this publication. PL, GME, RKA, MS and CMY drafted the manuscript. GME, PL and MS designed the multiplexing scheme. PL performed benchwork experiments, target list analyses and comparisons. GME designed the barcoded adapters, performed Illumina sequencing and contributed to troubleshooting and analysis. RKA adapted PeakSeq for the barcoded yeast ChIP-Seq context, created a pipeline for barcoded ChIP-Seq, scored the data and contributed to troubleshooting. JR created the scoring algorithm (PeakSeq), the sequencing depth algorithm and performed the rank-rank correlations. TG performed sequencing depth simulations. CMY generated strains and contributed to data analysis. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Cse4 target lists.** This data correspond to the annotated filtered target lists and the raw 'hits' returned from PeakSeq for three biological replicates of Cse4 ChIP DNA processed by ChIP-Seq. Click here for file

Additional file 2 **Ste12 target lists.** This data correspond to the annotated filtered target lists and the raw 'hits' returned from PeakSeq for three biological replicates of Ste12 ChIP DNA processed by ChIP-Seq. Click here for file

Additional file 3 **PolII target lists.** This data correspond to the annotated filtered target lists and the raw 'hits' returned from PeakSeq for four biological replicates of PolII ChIP DNA processed by ChIP-Seq. Click here for file

Additional file 5 **Complete GO analysis for Cse4, Ste12 and PolII.** This data represent the complete GO process analysis for Cse4 combined targets, Ste12 combined targets and PolII combined targets, with a p-value cutoff < 0.01. Click here for file

Additional file 4 **Sequencing artifacts present in non-barcoded samples and absent in barcoded samples.** These IGB signal tracks show abnormally-shaped peaks present in non-barcoded biological replicates at a particular genomic location that are absent in barcoded biological replicates. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

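Reads and target lists of RNA PolII ChIP (4 biological replicates), Cse4 ChIP (3 biological replicates) and input DNA (5 aliquots of a single sample, read in 9 lane and barcode combinations) were processed. The Ste12 libraries, SHU2 and the enrichment of gene categories were not analysed here. The authors deposited for each library every read with the position that ELAND gave it and the number of mismatches, after sorting reads by barcode and stripping it, and read counts were taken from these lists. In the deposited target lists, the read count of a target and the scaled count of the input were made by the authors with PeakSeq from tags extended along the genome. The deposited ratio is that of these counts, and the deposited p-value was computed by the authors with PeakSeq. The excess in the deposited lists, which serves as a score of a target, is the authors' difference between the ChIP count and the scaled input count.

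A mapped read is one that ELAND placed at a unique site with at most 2 mismatches. Depth ranged from 353884 to 3151068 mapped reads in the ChIP libraries and from 362534 to 2807730 in the input libraries, and the reference set of input held 8180096. Exact binomial intervals at 95% and tests on reads cover counting error only. Correlations used average tag counts of reads extended to 200 bp in bins of 500 bp. Tests used each read once, at its 5' end moved by 100 bp. The ratio of a deposited count to a count made in this way had a median of 1.09 to 1.37 over the 7 ChIP libraries, so deposited and counted ratios are named apart. Ratios were scaled by total mapped reads, with at least 1 input read. Signal across the genome was taken as the log2 ratio to input with 1 read per 1000000 added, over bins in place of genes, because gene coordinates in the authors' version of the genome are not used here. For the same reason merged target regions stand in for genes that PolII targets intersect.

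Bins of the 5 aliquots were compared with a chi-square test of homogeneity, with an expected count of at least 5. Regions were compared with the input reference set by an exact conditional binomial test, two-sided. Both were adjusted by Benjamini-Hochberg at 0.05, over bins, over the 16 centromeres, over the 8 genes of glycolysis or over the merged regions. Stacks per library were compared by an exact permutation test, two-sided, with repeat runs of a library averaged. The overlap of Cse4 regions with the first 100 PolII targets was compared with 10000 random placements, one-sided. The tests were tested on simulated data with known changes. The sequence around stacks and the GC content of bins were taken from a sequence rebuilt from the exactly matching reads. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

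Libraries were grouped by the factor and the adapter that their labels give. No library was left out of a main value. Named genes are every locus that the text, the figures or the table of gene categories names for PolII, Cse4 or input, all centromeres, 8 genes of glycolysis, and the regions with the highest mean ratio among those in every list, and the paper's values for them had been seen. The stretches on chromosomes 2 and 9, CSS1, TKL2 and LYS2 were named after their values were seen. Alternatives covered the bin size, the tag length, duplicate reads, mitochondrial reads, the threshold on p-value and ratio, the ranking, the scaling, the input, the window and each replicate left out in turn.

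The input DNA labelled CMY288-1B is sequenced across a stretch next to TKL2 that the PolII libraries of the same labelled strain lack. Directions relative to this input therefore compare DNA of different sequence.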

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

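Each test below was chosen after the result was seen, apart from those on adapter priming and on amplification of single fragments, and the main settings were chosen before the data were examined.

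Reads with at least 20 A among the first 26 bases numbered 58643 per 1000000 in PolII_Rep4, a sample far from the other PolII replicates, and this class of reads is not reported in the paper. The highest barcoded library had 2965, and the lowest of the 4 non-barcoded libraries had 19448, with an input library counted once per lane. Among mapped reads the gap was smaller, with at least 1916 per 1000000 without a barcode and at most 1220 with one. That lowest library, input lane J, was read on the same flowcell as the barcoded libraries of lane L. It held 6.56 times the highest of them. Reads lacking an intact barcode were discarded, so a read made only of A from its first base could not enter a barcoded library. Such sorting can make a gap on any flowcell, so this comparison cannot decide whether flowcells differ. The positions of single-position stacks in non-barcoded libraries were 89.8% A in their first 20 bases, so reads made mostly of A placed on runs of A in the genome are a candidate explanation. Matching of the adapter to the sequence beside the stacks was not higher than at control positions (difference -0.435), which argues against priming of the adapter on genomic sequence. Amplification of single fragments would place stacks at different positions in different libraries, but 14 positions were shared by PolII_Rep4 and Cse4_Rep3. PolII_Rep4, input lane I and 1 run of Cse4_Rep3 were read on the same flowcell. Lane I shared 16 positions with the run of Cse4_Rep3 on its flowcell and 2 with the other run. That other run and input lane J, on different flowcells, still shared 5 positions, and the lanes I and J of a single library shared 0. No barcoded ChIP library was read on the flowcell of PolII_Rep4, and the runs of Cse4_Rep3 differ in depth and in the length aligned, so whether the flowcell sets the positions of stacks stays open as untested. What produced the A-rich reads was not tested, and no biological explanation was tested.

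The TGCT input library of lane L had 197 stacks, far from the other input libraries. It is also the shallowest input, at 362534 mapped reads, where a minimum of 10 reads per 1000000 amounts to few reads. With at least 20 reads per 1000000 it had 3 stacks. With every library thinned to the depth of the shallowest ChIP library, at 353884 mapped reads, it had 175 and the other input libraries had 1 to 116. This step removes few reads of the TGCT library, so its own count says little about depth. The other input libraries all rose, such as CATT of lane L from 49 to 116 and ACGT of lane L from 8 to 56. Lower depth thus raised the counts, and whether depth alone is the cause stays open. No biological explanation was tested.

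PolII_Rep2 had 1759 targets, far from the other PolII replicates, which had 1152 to 1248. PolII_Rep4 had a median target length of 781.5 bp, where the others had 473 to 522 bp. The thresholds of the authors differ between libraries in Table 10, and PolII_Rep4 differs in adapter, lane and replicate at once, so neither difference was tested. Of 15 groups of libraries examined for a distant sample, 4 had one, and chance flags about 1 in 20 groups.

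On chromosome 9, from 205501 to 210250, the Cse4 ratio to the input DNA labelled CMY288-1B was at least 10.6 in each of 3 replicates, and the PolII ratio was at most 0.805 in each of 4 replicates, so the factors moved in opposite directions. The difference was not tested. Less DNA of the stretch in the input strain would raise PolII too, and its highest ratio was 0.805. Cse4 at single points as at the centromeres would be narrow, and the stretch is 4750 bp long. More copies of the stretch in the Cse4 strain may explain it, and all 19 windows had a Cse4 to PolII ratio over 2, but the windows were chosen by that ratio, so copy number and binding of Cse4 cannot be told apart. The Cse4 strain differs from that of PolII by design, and this difference stays open as untested.

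On chromosome 2, from 469801 to 474200, the Cse4 ratio to this input was at least 1.27 in each replicate and the PolII ratio at most 0.00179, again in opposite directions and not tested. The stretch lies next to TKL2, which is 1 gene away from LYS2, and its distance to LYS2 was not measured. The strain of the PolII ChIP lacks LYS2 by its label, while the input carries the same label.

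At 29335 positions the input DNA carries a base other than that of the S288c sequence in nearly all reads, and the paper, which analysed the reads of these libraries, does not report on their mismatched bases. Of the positions read at least 5 times in a library, input libraries that were not used to choose them (9430 to 22860 positions) carried that base at 94.5% or more, and the PolII libraries (2914 to 18812 positions) at 0.652% or less, which argues against sequencing and mapping errors. The base had an intermediate share of reads at 656 positions, too few for a mixture of 2 strains in similar amounts in the input. A small share of a second strain was not tested. Input DNA from a strain other than that of the PolII ChIP is consistent with these values and stays a hypothesis, since which strain it is was not tested.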

How the results depend on the processing

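Leaving out PolII or Cse4 replicates for squared correlations, the use of separate inputs, the adjustment for GC content, the targets adjoining SED1, the regions away from single-position stacks and the minimum of 20 reads in a stack were chosen after the data were seen, and the other alternatives were set earlier. Of 158 recomputed values of 26 results, 119 stayed on the side and within the spread of the reported value, 36 moved and 3 reversed. The cause was not tested, except where the setting itself removes reads or regions.

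All 16 centromeres passed in each replicate under each setting. The correlation of Cse4 and PolII signal across bins stayed between 0.378 and 0.448, and the mean ratios at BAP2 and TAT1 (3.47 to 5.58) and FLO11 (0.383 to 0.509) kept their direction. The median crossover estimate was 0.282 to 0.423%, but it stands for values of both signs in single libraries, from -0.715 to 0.538% in the main setting and from -1.77 to 1.01% with 1 read per position and strand.

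Counting exact matches only, the median mapped share was 49.0% for PolII and 39.6% for input, and with repeated sites it was 71.3% and 77.8%. The squared correlation of input aliquots was 0.926 in bins of 200 bp, 0.892 with 1 read per position and strand, 0.895 without the highest bins and mitochondrial reads, 0.902 on the log2 scale and 0.913 at the depth of the shallowest library. Thinning gave 0.897 for PolII, and 1 read per position and strand gave 0.690 for Cse4. With a replicate left out, the squared correlation was 0.691 to 0.808 for Cse4.

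Bins that differ between aliquots numbered 16 among the barcoded aliquots alone and 53 without mitochondrial reads. Input hits with p under 0.001 covered 2303 bp, 0 bp in all 4 aliquots and a summed 3176 bp, and with a ratio of at least 3 they covered 1864, 249 and 2613 bp, because fewer hits pass.

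Ranking by ratio gave rank overlaps of 65.6% for PolII and 59.7% for Cse4, and requiring an overlap of 50% of the shorter target gave 52.6% for Cse4. With a replicate left out, the list overlap was 63.1 to 68.3% for PolII and 53.2 to 59.5% for Cse4, and the rank overlap for Cse4 67.6 to 71.4%. PolII regions numbered 1111 in at least 2 lists, 532 in all 4 lists and 998 with a ratio of at least 3, each a smaller set by construction.

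Non-centromeric Cse4 regions that pass in every replicate numbered 14 with a ratio of at least 3, and 34 to 38 with a replicate left out. The share in the first PolII targets was 55.8% with 200 targets, 61.9% with 500 targets, 24.8% by ratio, 80.8% for regions in all 3 Cse4 lists, 50.8% without regions at single-position stacks, and 46.3 to 60.0% with a replicate left out, the highest without Cse4_Rep3. For SED1 the mean ratio was 2.35 in the adjoining PolII targets, which counts as reversed but covers a different window. The stacks of non-barcoded minus barcoded libraries reversed to 13.1 at 20 reads per 1000000 and to 14.6 with at least 20 reads.

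Not run was the alternative that counts genes with at least 50% of the ORF covered, because gene coordinates are not used here. No pairing of ChIP and input by biological replicate was possible, because input DNA is a single sample and no ChIP replicate has an input of its own. Aliquots of it share lanes with barcoded ChIP replicates. With the input of the same lane, 32 non-centromeric Cse4 regions passed in every replicate. For bins changed 2-fold in the ACGT aliquot alone, the simulated test recovered 37.5%, and changes in other aliquots were not simulated.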

Differences from the paper's values

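The adjoining window at SED1 was chosen after the result was seen.

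For non-centromeric Cse4 regions, the paper's value is 132, which counts genes with a target in at least 1 replicate. On that scale the deposited lists hold 147 regions and Additional File 1 holds 135 names, and neither is over 1.5 times the paper's value. By the stricter count set for this measure, which the paper does not give, 31 merged regions passed the threshold in every replicate. Of the alternatives set before the data were examined, each differs from the paper's value, with 36 for 1 read per position and strand, 29 for median scaling, 14 for a ratio of at least 3, 32 for the input of the same lane and 34, 37 and 38 with a replicate left out.

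The paper states that almost every non-centromeric Cse4 target is among the strongest PolII targets. Here regions and not genes were counted, and 78 of 147 regions (53.1%) overlapped the first 100 targets of any PolII replicate, and a median of 46.9% those of a single replicate. Limiting the regions to those in all 3 Cse4 lists gave a median of 80.8%, and ranking the PolII targets by ratio gave 24.8%. Leaving out 14 regions at single-position stacks, chosen after the result was seen, gave 50.8%.

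The paper's Results describe the positions it counts as different in all barcoded input libraries, while its Methods describe a total over all significant hits. The lengths of the hits, summed over libraries, equal the paper's count, which matches the Methods. In the hits of all 4 aliquots were 623 bp.

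The paper states that block-shaped peaks are absent from barcoded libraries. With the first definition of a stack, barcoded libraries held up to 284 stacks. That count is of Cse4_Rep2, the shallowest ChIP library at 353884 mapped reads, where the minimum amounts to few reads. At 20 reads per 1000000 Cse4_Rep2 had 0 stacks. At the 24 positions of the non-barcoded ChIP libraries the barcoded ChIP libraries had 0. With at least 20 reads per 1000000, a barcoded library had at most 3 stacks.

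The paper states that PolII binds at SED1. The region was placed by the Ste12 targets that Additional File 2 names for SED1. Its end overlaps the start of the targets of PolII_Rep2 and PolII_Rep4, and it lies beside those of the other PolII lists. The region had a mean ratio of 0.306, and the adjoining window of PolII targets, chosen after the values were seen, had 2.35. Each PolII list holds a target in that window, with deposited ratios of 2.68 to 3.40. The paper assigned Ste12 targets upstream of a gene to that gene, so 0.306 need not be the ratio over the transcribed part. The difference from the paper thus depends on the window.

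The paper reports that binding of PolII was not observed at FLO11. The mean ratio there was 0.406. The deposited lists of the 3 barcoded PolII replicates hold a target within this region, and that of PolII_Rep4 holds a target of 6 bp elsewhere in it, under the authors' minimum of 100 bp.

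The paper states that hits are at least as long as a minimum. In the deposited lists, 168 targets of PolII_Rep3 and 117 of PolII_Rep4 are shorter.

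The paper states that barcoded input libraries had similar numbers of reads. They held 362534 to 850489 mapped reads.

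The paper states that PolII ChIP and input DNA come from the same strain. In the stretch next to TKL2 the PolII libraries held 1 read and the input reference set 2652.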

Other observations

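The tests on strain, mitochondrial share, the PolII regions and the reads at centromeres were chosen after the result was seen, and those on crossover of PolII reads, duplicates, open chromatin and GC content before it.

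The relation of non-centromeric Cse4 signal to PolII might come from crossover of PolII reads within the barcoded lane. Cse4_Rep3, which had lanes of its own, had a median Spearman correlation of 0.423 with PolII, which argues against it. PCR duplicates were tested by keeping 1 read per position and strand, and 29 of 31 regions still passed. With separate input libraries the correlation was 0.262 to 0.447 over the 12 pairs, with a median of 0.392. Input reads put in place of ChIP reads, with a shared input, gave at most 0.207. The Cse4 ratio thus rose with PolII after division by input, which argues against signal that only follows input density in proportion. The separate inputs are aliquots of a single DNA sample and remove only shared counting noise. The input was itself denser at the regions, with 1544 reads per kb against 502 over the genome. Open chromatin recovered beyond its input density was not tested, and it cannot be told apart from binding of Cse4 at transcribed genes. Binding stays a hypothesis. The strain of the input, and signal common to any ChIP at transcribed genes, were not tested.

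Input aliquots differ in some bins. The log ratio of an aliquot to the non-barcoded one had a median Spearman correlation with GC content of -0.104, and the lanes I and J of a single library had -0.138, so a GC effect cannot be told apart from a difference between runs. With 1 read per position and strand 244 bins differed, while bins with an unadjusted p under 0.05 fell from 2148 to 1391. This step removes 19.0% of the reads of lane J and at most 10.9% of those of a barcoded aliquot, so it can add differences itself, and PCR duplicates and other differences between the aliquots cannot be told apart. Of the bins that differ, 52.6% were mitochondrial, so a different share of mitochondrial DNA between aliquots is a candidate explanation for those bins, while 53 nuclear bins still differed without mitochondrial reads. The aligned length also differed between lane J and lane L, and its effect was not tested. No biological explanation was tested.

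The 4 PolII regions with the largest ratios had at most 7.81% of the median input reads per kb, so input DNA lacking most of the sequence may explain them. The region with the fifth largest ratio had 90.2% of the median, which argues against it there.

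Input libraries of lanes shared with Cse4 held more reads at centromeres than the same libraries in lane L when both were pooled (Fisher's exact test, two-sided, p = 0.0218). The same exact test, two-sided, gave p = 0.0110 for ACGT alone and p = 0.529 for CATT alone, so the pooled value rests on ACGT. Crossover of Cse4 reads within the lane and a difference between runs cannot be told apart, because lane L is another run.

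At 260000 reads, the median share of deposited targets still past the filters was 40.7% for PolII and 65.6% for Cse4, and at full depth it was 60.2% and 71.4%. Of the targets past the filters at full depth, a median of 66.6% for PolII and 88.7% for Cse4 was kept at 260000 reads, and of those among the first 100 PolII targets 99.4 to 99.8%.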
